# 6mA-DNA-binding factor Jumu controls maternal-to-zygotic transition upstream of Zelda

**DOI:** 10.1038/s41467-019-10202-3

**Published:** 2019-05-17

**Authors:** Shunmin He, Guoqiang Zhang, Jiajia Wang, Yajie Gao, Ruidi Sun, Zhijie Cao, Zhenping Chen, Xiudeng Zheng, Jiao Yuan, Yuewan Luo, Xiaona Wang, Wenxin Zhang, Peng Zhang, Yi Zhao, Chuan He, Yi Tao, Qinmiao Sun, Dahua Chen

**Keywords:** Developmental biology, Epigenetics, Epigenomics, DNA methylation

## Abstract

A long-standing question in the field of embryogenesis is how the zygotic genome is precisely activated by maternal factors, allowing normal early embryonic development. We have previously shown that N6-methyladenine (6mA) DNA modification is highly dynamic in early *Drosophila* embryos and forms an epigenetic mark. However, little is known about how 6mA-formed epigenetic information is decoded. Here we report that the Fox-family protein Jumu binds 6mA-marked DNA and acts as a maternal factor to regulate the maternal-to-zygotic transition. We find that *zelda* encoding the pioneer factor Zelda is marked by 6mA. Our genetic assays suggest that Jumu controls the proper zygotic genome activation (ZGA) in early embryos, at least in part, by regulating *zelda* expression. Thus, our findings not only support that the 6mA-formed epigenetic marks can be read by specific transcription factors, but also uncover a mechanism by which the Jumu regulates ZGA partially through Zelda in early embryos.

## Abstract (web summary)

N6-methyladenine (6mA) DNA modification is a dynamic epigenetic mark in Drosophila embryos, but how 6mA is decoded is unclear. Here, the authors show that the protein Jumu binds 6mA-marked DNA to regulate the maternal-to-zygotic transition, partly through regulation the expression of the 6mA marked pioneer factor zelda.

## Introduction

Methylated bases, such as 5-methylcytosine (5mC) and N6-methyladenine (6mA), are the most abundant types of DNA modification in the genomes of diverse species^1,2^. 5mC modification has been studied extensively in higher eukaryotes. Previous studies have suggested that the dynamic regulation of 5mC plays important roles in regulating chromatin architecture and gene expression during mammalian development and adult tissue homeostasis^3–6^. Contrary to the significant progresses made in understanding cytosine modification, the role of 6mA was considered less important in higher eukaryotes^7^. Recent studies suggest that 6mA associates with gene expression in multiple eukaryotic species, including algae, worm, fly, and mammals, indicating that 6mA has potential epigenetic roles in eukaryotes^8–13^. However, little is known about mechanisms of how 6mA-related epigenetic codes are formed and interpreted to direct gene expression programs.

At the early embryonic stages, all animal fertilized embryos undergo a critical process, namely the maternal-to-zygotic transition (MZT). During MZT, a proportion of the oocyte-loaded maternal products are cleared and the zygotic genome is activated. While maternal mRNA clearance is triggered by a number of RNA-binding proteins, zygotic genome activation (ZGA) is primarily instructed by a small number of pioneer transcription factors^14–17^. In *Drosophila*, early embryogenesis is characterized by a series of rapid synchronous nuclear divisions. The zygotic genome is almost quiescent in the first few rounds of nuclear division (before cycles 7 or 8)^16,18^, and becomes widely activated when the MZT ends at the 14th cycle^19^. It has been shown that Zygotic early *Drosophila* activator (Zelda) (or called Vfl) functions as a pioneer transcription factor and accesses the early embryonic genome by binding sequence-specific motifs (referred to as TAGteam sites), and subsequently increases chromatin accessibility for other transcription factors, thus ensuring coordinated gene expression during MZT^20–24^. Of note, the proper expression of Zelda is critical for early embryogenesis, since either loss of or overexpression of Zelda leads to defects of embryonic development^20–22,24^, raising a possibility that an uncharacterized mechanism coordinates with the pioneer factor Zelda to regulate early embryonic events.

We have previously shown that 6mA is highly dynamic in *Drosophila* early embryos. Notably, the timing window of the 6mA dynamics almost corresponded to the MZT process during early embryogenesis^17,23,25^. We speculate that 6mA may contribute to MZT by forming an epigenetic code that can be recognized by maternal factors in early embryos. In this study, we show that the Fox family protein Jumu functions as a maternal transcription factor and regulates embryonic gene expression by preferentially binding the 6mA-marked DNA. Importantly, we find that *zelda* is marked with 6mA and regulated by Jumu. Our genetic analyses show that partial knockdown of Zelda significantly suppresses the embryonic lethal phenotype induced by loss of maternal Jumu. Together, our findings suggest that Jumu preferentially binds 6mA-marked DNA and controls MZT, at least in part through regulating Zelda.

## Results

### Landscape of 6mA modification in early embryonic genomes

To explore the potential role of 6mA in MZT, we first characterized the genome-wide features of 6mA. 

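DNA immunoprecipitation with an antibody against N6-methyladenine (6mA-DNA-IP) was sequenced from wild-type embryos at 0.75 h, 3 h and 6 h after fertilization and from *DMAD* knockdown embryos at 6 h, with 1 library per condition, so peak numbers carry no replicate error. DMAD is the fly enzyme that removes 6mA. The authors mapped the reads to the dm6 genome with Bowtie2, called peaks in each library with MACS2 against an IgG control at a q value limit of 0.05, and deposited the position and a peak score for each peak. The score is 10 times the −log10 of the q value, and it was used here only to rank or filter peaks within a list. Methods give the read depths, and the 0.75-h library was the deepest of the 3 wild-type 6mA libraries, so a stage with fewer reads can also give fewer peaks. Peaks of different lists were called shared when they overlapped by at least 1 bp. Intervals on shares of peaks are 95% Clopper-Pearson intervals and cover counting error only. Random placements are 100 sets of the same peaks moved to random positions on their own chromosomes.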

We collected genomic DNA from 0.75-h (nearly pre-MZT and pre-ZGA), 3-h (post-ZGA), and 6-h (post-MZT) post-fertilization embryos (see Methods; Fig. 1a) and then employed an anti-6mA antibody (Abcam) to perform DNA immunoprecipitation (DNA-IP) experiments (see Methods; Supplementary Figure 1a–c). The IPed DNAs were then subjected to the paired-end (125 bp) high-throughput sequencing (Supplementary Figure 1d).

**Fig. 1:**
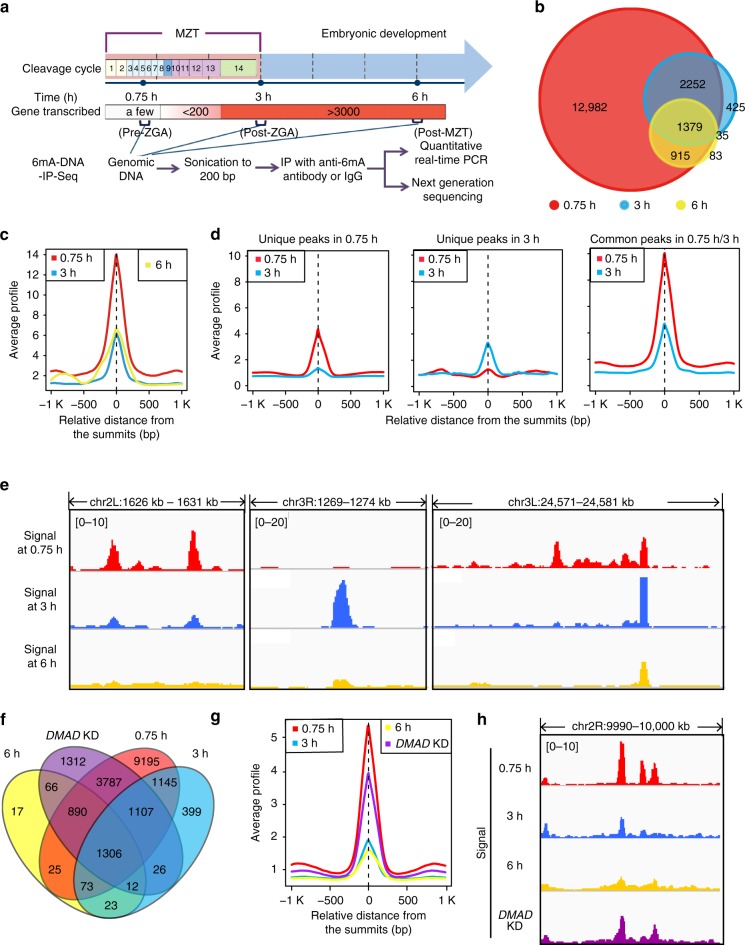
Dynamic distribution of 6mA in *Drosophila* early embryo genomes. **a** Timeline of the early embryogenesis and the 6mA-DNA-IP-Seq experimental process. The cleavage cycle is described according to a previous study^25^. DNA samples were collected from 0.75-h (nearly pre-MZT and pre-ZGA), 3-h (post-ZGA), and 6-h (post-MZT) post-fertilization embryos. **b** Overlap of 6mA enrichment peaks in 0.75-, 3-, and 6-h stage embryos. In cases where one peak in one sample overlapped multiple peaks in another sample, we selected the overlapped peak number from one sample as representative. **c** The average 6mA signal profiles for the common peaks in 0.75-, 3-, and 6-h stage embryos. **d** The average 6mA signal profiles in 0.75- and 3-h unique peaks and their common peaks. **e** Examples of 6mA-marked regions in which the 6mA modification signals were dynamically changed in early embryos. **f** Overlap of 6mA peaks identified in 0.75-, 3- and 6-h of wild type and 6-h *DMAD* knockdown (KD) samples. **g** The average 6mA signal profiles in peaks gained in 6-h *DMAD* knockdown samples, when compared with 6-h wild-type samples. These peaks were also detected in samples at 0.75-h or 3-h stages. **h** An example of 6mA signal in 0.75-, 3- and 6-h of wild-type stage and 6-h *DMAD* knockdown samples. MZT maternal-to-zygotic transition, ZGA zygotic genome activation

We identified 17,528 6mA peaks at the 0.75-h stage and several thousands of peaks at the 3-h and 6-h stages (Fig. 1b and Supplementary Figure 1e, f). 

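The deposited lists held 17528 6mA peaks at 0.75 h, 4363 at 3 h and 2447 at 6 h. The median peak width was 263 bp at 0.75 h, 223 bp at 3 h and 334 bp at 6 h, and the peaks covered 6166 kb, 1338 kb and 1114 kb of the genome. With peaks of a q value below 1e-05 alone, 14901, 3194 and 2097 peaks remained. The 5 peaks with the highest score at 0.75 h were on chromosomes X, Y and 2R, none within 1 kb of an annotated gene, and the highest of them covered X from 23020439 to 23021844.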

The signal strength of the 6mA peaks in the 0.75-h sample was much stronger than that in the two later stages (Fig. 1c and Supplementary Figure 1g). Moreover, about 80% (13,897/17,528) of 6mA peaks identified at the 0.75-h stage had disappeared at the 3-h stage, although these peak regions still retained faint 6mA signals in the 3-h samples (Fig. 1b, d and Supplementary Figure 1e). Additionally, about 20% of peaks identified at the 0.75-h stage were also present at the 3-h stage, but 6mA signals in these common peaks were weaker at the 3-h stage (Fig. 1d), suggesting that 6mA modification were dynamically regulated during early embryogenesis (Fig. 1e).

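Of the 17528 peaks at 0.75 h, 13898 had no overlapping peak at 3 h, which is 79.3% (95% interval 78.7 to 79.9). The other 3630 peaks, 20.7%, overlapped a 3-h peak, against 2.16% on average for random placements. In the opposite direction, 89.4% of the 3-h peaks and 95.6% of the 6-h peaks overlapped a 0.75-h peak. The 0.75-h peaks absent at 3 h had a median score of 116, and those present had a median score of 573. With the peaks in 10 equal groups by score, 94.4% of group 1, the lowest, was absent at 3 h, 61.7% of group 9 and 19.7% of group 10. The alternative that moved the share most took only as many 0.75-h peaks as the 3-h list holds, from the top by score, and 47.1% of those 4363 peaks were absent at 3 h. From the disappearance of these peaks and the weaker signal of those still present at 3 h, which was not analysed here, the paper proposes that 6mA is regulated dynamically during early embryogenesis.

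**Figure D1:**
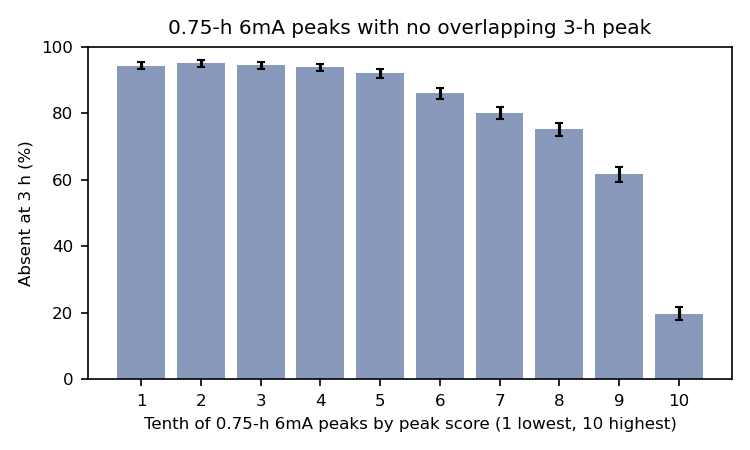
Share of 0.75-h 6mA peaks with no overlapping 3-h peak, in percent, for 10 equal groups of the peaks by peak score from the lowest (1) to the highest (10), with bars for the 95% Clopper-Pearson interval. The share falls from 94.4% in the lowest group to 19.7% in the highest.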

We have previously shown that DMAD, a 6mA demethylase in *Drosophila*, is essential for 6mA demethylation and embryogenesis. To investigate whether DMAD is involved in regulating the 6mA landscape in early embryo genomes, we collected genomic DNA from *DMAD* knockdown embryos (Supplementary Figure 1h) at the stage of 6-h post fertilization, and performed DNA-IP followed by paired-end high-throughput sequencing. In contrast to the control (6-h wild-type embryos), from which we obtained 2,447 6mA peaks, the number of 6mA peaks from *DMAD* knockdown embryos was increased to 8,367 (Fig. 1f and Supplementary Figure 1i). These peaks were highly overlapped with those in 0.75-, 3- and 6-h wild-type samples (Fig. 1f). Moreover, when compared with the 6-h wild-type samples, approximately 79% of the gained 6mA peaks in 6-h *DMAD* knockdown embryos were also found in the 0.75-h or 3-h samples (Fig. 1f and Supplementary Figure 1i) and the signal of these gained 6mA peaks also exhibited a dynamic pattern from 0.75-h to 6-h (Fig. 1g, h), suggesting that DMAD plays an important role in controlling dynamics of 6mA modification in early embryonic genomes.

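The list of the *DMAD* knockdown embryos held 8367 peaks and that of the 6-h wild type 2447, with 1 library each. Knockdown peaks had a median width of 300 bp and covered 3454 kb. Of the 2447 wild-type peaks, 2348 overlapped a knockdown peak, 96.0% (95% interval 95.1 to 96.7), against 5.49% on average for random placements. With a q value below 1e-05, 7824 knockdown peaks and 2097 wild-type peaks remained. The names of the peaks in both lists carry the same control number.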

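Of the 8367 knockdown peaks, 7055 overlapped a peak of at least 1 wild-type list, 84.3% (95% interval 83.5 to 85.1), against 9.71% on average for random placements. Taken list by list, 83.2% overlapped a 0.75-h peak, 29.2% a 3-h peak and 26.8% a 6-h peak.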

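A total of 6123 knockdown peaks, 73.2%, had no overlapping peak in the 6-h wild type. Of these gained peaks, 4811 overlapped a peak at 0.75 h or 3 h, 78.6% (95% interval 77.5 to 79.6), against 8.64% on average for random placements and 9.59% in the highest of the 100 placements. Nearly all of them were 0.75-h peaks: 78.2% of the gained peaks overlapped the 0.75-h list and 18.2% the 3-h list. When both peaks had to share at least 50% of their length, the share was 68.4%. The paper proposes from the gained peaks that DMAD controls the dynamics of 6mA in early embryos.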

### 6mA can mark coding genes in early embryos

We have previously reported that 6mA marks transposon sequences in ovaries. 

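Peaks were set against annotated transposon insertions, soft-masked repeats of the dm6 sequence, and short tandem repeats. A tandem repeat was a run of at least 20 bp of a unit of up to 6 bp in the central 200 bp of a peak. At 0.75 h, 18.2% of peak centres lay in an annotated transposon (random placements 5.48%), at 3 h 32.0% (5.53%) and at 6 h 19.9% (5.61%). More than 50% of the central 200 bp was soft-masked in 44.3% of peaks at 0.75 h, 66.8% at 3 h and 54.4% at 6 h, against 11.0%, 11.5% and 11.0% for random placements. A tandem repeat was found in 12.3% of peaks at 0.75 h (95% interval 11.8 to 12.8), 15.9% at 3 h (14.8 to 17.0) and 6.54% at 6 h (5.59 to 7.59). Windows of the same GC content held one in 1.43%, 1.80% and 1.87%. The definition of a tandem repeat moved these shares most: with a run of at least 30 bp, chosen after the data were seen, they were 1.67%, 4.22% and 2.13%. The authors annotated peaks with HOMER, whose repeat classes were not used here.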

Consistent with this observation, we found that, in addition to transposons, such as LTR and LINE, a portion of 6mA peaks in early embryo was enriched with simple repeat regions (Supplementary Figure 2a, b). 

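Peak centres were placed in the transcripts of the 17834 annotated genes of Ensembl release 115, with exons taken before introns. At 0.75 h, 46.1% of peaks lay in introns (95% interval 45.4 to 46.9) and 36.0% (35.3 to 36.7) lay more than 1 kb from any gene. The shares were 42.4% and 43.9% at 3 h and 36.2% and 41.2% at 6 h. Exons held 14.0%, 9.70% and 20.8% of the peaks at 0.75 h, 3 h and 6 h. Random placements gave 42.0% in introns and 24.8% more than 1 kb from any gene for the 0.75-h list.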

As shown in Fig. 2a, about 33~43% of 6mA peaks were mapped to the intronic regions, and 36~45% of 6mA peaks were found to locate in intergenic regions at different embryonic stages. 

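Among intronic peaks, 43.2% at 0.75 h (95% interval 42.1 to 44.3), 67.6% at 3 h (65.4 to 69.7) and 57.2% at 6 h (53.8 to 60.5) lay in a transposon or in soft-masked sequence. For intergenic peaks the shares were higher at each stage: 60.9% at 0.75 h (59.7 to 62.1), 81.8% at 3 h (80.0 to 83.5) and 70.9% at 6 h (68.0 to 73.7).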

Further analyses revealed that 49–72% of intronic 6mA peaks and 63–74% of intergenic 6mA peaks were located in transposons and simple repeat regions (Fig. 2a). 

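Genes were counted as protein-coding or of any kind, and a peak was gene-related when its centre lay in a gene or within 1 kb of it, as in Methods. With protein-coding genes alone, 60.5% of the peaks at 0.75 h (95% interval 59.7 to 61.2), 52.1% at 3 h (50.6 to 53.6) and 55.9% at 6 h (54.0 to 57.9) were gene-related.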

Of note, although a large proportion of 6mA peaks were mapped to the simple repeat and transposons, many of these peaks were also found to locate nearby coding genes or within the introns, and were considered as coding gene-related 6mA peaks in this study. In total, we identified 54–62% of coding gene-related 6mA peaks (see Methods; Fig. 2a).

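With genes of any kind, 11215 of the 17528 peaks at 0.75 h were gene-related, 64.0% (95% interval 63.3 to 64.7), 56.1% at 3 h (54.6 to 57.6) and 58.8% at 6 h (56.9 to 60.8). Each share was below that of random placements, which was 75.2% at 0.75 h, 74.6% at 3 h and 75.2% at 6 h. The choice that moved the share most was to count annotated transposon insertions as genes, which gave 74.8%, 73.1% and 72.0%. It was chosen after the data were seen.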

**Fig. 2:**
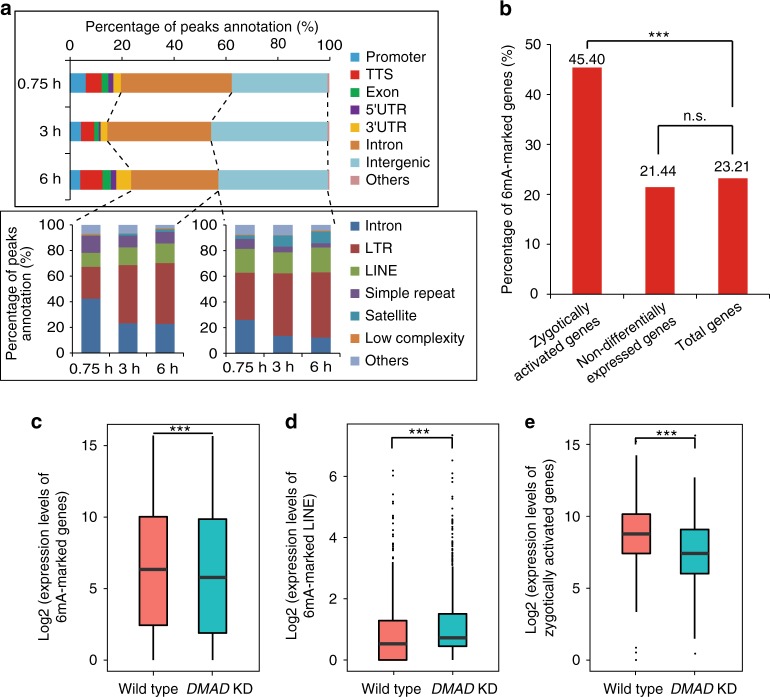
6mA marks coding genes and associates with gene expression in early embryos. **a** Distribution of 6mA peaks on the *Drosophila* genome. Promoter, from 1 kb upstream to 100 bp downstream of the TSS of a gene; TTS, from 100 bp upstream to 1 kb downstream of transcription terminal site of a gene; Intergenic, 1 kb away from any gene. LTR and LINE are transposons. **b** Percentage of genes marked with 6mA. *P* value was calculated by one-tailed hypergeometric test. ***P < 0.001. **c**–**e** The expression of 6mA-marked genes (**c**), 6mA-marked LINEs (**d**), zygotically activated genes (**e**) in wild type and *DMAD* knockdown (KD) embryos. *P* values were calculated by one-tailed Student’s *t* test. ***P < 0.001. For both boxplots, the centre line indicates the median, the bottom and top of the box show the first and third quartiles of the data, and the whiskers show the minimum and maximum values. Source data are provided as a Source Data file. TSS transcription start site, TTS transcription terminal site, n.s., not significant

To test whether 6mA modification is associated with the coding gene expression in embryos, we performed RNA-seq with embryo samples at 0.75-, 3-, and 6-h stages and found 6,723 differentially expressed genes between at least two different stages. These genes were then clustered into several groups (Supplementary Figure 2c). 

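RNA-seq of wild-type embryos at 0.75 h, 3 h and 6 h was deposited as 1 FPKM value per gene and stage, although 2 libraries per stage were sequenced. The authors removed ribosomal RNA reads, mapped the rest to dm6 with STAR and computed FPKM with cuffdiff. No replicate values were used here, so changes between stages have no replicate check and no p-value across genes, and the RNA-seq depth is unknown. The stages are given in separate tables, and whether they were scaled together is not stated. Of 17535 genes, 8258 had an FPKM of at least 1 in at least 2 stages. A gene counted as changed when its log2(FPKM + 1) differed by at least 1. By this rule 5973 genes changed between at least 1 pair of stages: 1822 rose and 2480 fell from 0.75 h to 3 h, and 1845 rose and 1303 fell from 3 h to 6 h. After quantile normalization the excess of falls in the first step and of rises in the second was nearly gone, with 1801 up and 1859 down from 0.75 h to 3 h, and 1543 up and 1480 down from 3 h to 6 h. The scale with 1 added understates changes of low genes. Without the filter, 7083 genes changed.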

Based on their expression level trends, we defined group 1 (489 genes) as a typical group of zygotically activated genes (Supplementary Figure 2c, d), and found that 6mA-marked genes were significantly enriched (*P* = 5.34e-28) in zygotically activated genes (Fig. 2b).

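Zygotically activated genes were taken as genes with an FPKM below 1 at 0.75 h and of at least 5 at 3 h, since the members of the cluster were not used here. The 305 genes with a place on the genome had a median FPKM of 0.309 at 0.75 h, 16.7 at 3 h and 10.6 at 6 h. Of these, 99 had the centre of a 6mA peak of any wild-type stage inside the gene or within 1 kb, 32.5% (95% interval 27.2 to 38.0), against 3818 of 16991 other genes, 22.5% (21.8 to 23.1; odds ratio 1.66, one-sided Fisher's exact test, p = 4.66e-05). The alternative that moved this most compared them with random genes of the same length. Those were marked in 32.2% of draws on average, a difference of 0.258 percentage points (one-sided, from 10000 random draws within length classes, n = 305, p = 0.480). The median length was 2387 bp for the zygotically activated genes and 1687 bp for the others. Genes are not independent replicates.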

We next tested whether 6mA influences coding gene and transposon expression in embryos. By analyzing the RNA-seq data from *DMAD* knockdown and wild-type samples at the 6-h stage, we found that while the expression of LINE transposons was significantly up-regulated, the expression level of total 6mA-related coding genes was significantly downregulated in *DMAD* knockdown samples (Fig. 2c, d and Supplementary Figure 2e, f). Particularly, we noted that the expression of zygotically activated genes was significantly downregulated in *DMAD* knockdown sample (Fig. 2e and Supplementary Figure 2g). Thus, our findings suggest that 6mA modification associates with gene expression in early embryos.

### Identification of Jumu as a 6mA-DNA-binding protein

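The forkhead core RYAAAYA, where R is A or G and Y is C or T, was searched on both strands in the central 200 bp of the 0.75-h peaks. The matrices of the authors' motif search were not used here. It was present in 8961 of 17528 peaks, 51.1% (95% interval 50.4 to 51.9), against 45.8% on average in windows of the same length and GC content outside the peaks. This difference of 5.33 percentage points was above all 100 draws of windows (two-sided, n = 17528 peaks, p = 0.0198, the smallest that 100 draws can give). The alternative core GTAAACA went the other way: it was present in 3.77% of peaks and 4.33% of windows, a difference of −0.561 percentage points, below all 100 draws. In peaks whose central 200 bp were not soft-masked, the first core was present in 51.9% against 41.0% of windows.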

To identify potential 6mA-DNA-binding proteins, we analyzed the DNA sequences of 6mA peak regions, and found that Forkhead domain (FHD)-binding motifs were highly enriched in the 6mA peak regions (Fig. 3a), raising a possibility that a Fox family protein binds to the 6mA-DNA and acts as a maternal factor to control early embryogenesis. We therefore performed affinity purification experiments using 6mA-modified DNA probes. Based on our 6mA data sets, we synthesized biotin-labeled DNA probes with or without 6mA modification and mixed probes with nuclear lysate from early embryos. Complexes immunoprecipitated by the biotin-labeled DNA probes were subjected to mass spectrometry analyses. Intriguingly, we found that Jumu, a Fox family protein, was enriched in the immunoprecipitants purified by the 6mA-modified probes (Supplementary Figure 3a). We analyzed the expression level of all Fox family genes at 0.75-, 3- and 6-h, and found that *jumu* displayed the highest expression levels at all three stages (Supplementary Figure 3b). 

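The expression of 18 Fox family genes was read from the FPKM values of the wild-type stages. At 0.75 h, *jumu* had an FPKM of 91.4, followed by *FoxK* with 56.9 and *foxo* with 26.4. *jumu* was also the highest at 3 h, with 96.2, but *FoxK* with 90.1 and *slp1* with 73.6 were close. In the 3-h wild types of the other series, *slp1* was above *jumu*, with 135 against 71.8 in the *jumu* series and 55.3 against 51.0 in the *DMAD* mutant series. At 6 h, *jumu* had 106 and *slp1* 105, a ratio of 1.01. These values carry no replicate error, so whether these differences exceed the spread between embryos was not tested.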

To test whether Jumu is a 6mA-DNA-binding protein, we performed western blot assays using an anti-Jumu antibody against purified complexes. As shown in Fig. 3b, complexes purified by the 6mA-modified probes exhibited a much higher Jumu signal than the control. We then performed gel-shift assays to measure the binding affinity of Jumu with 6mA-modified or unmodified DNA probes (FAM-labeled) that contained the FHD-binding sequence. The probe competition analysis revealed that Jumu preferentially bound the 6mA-modified DNA probe (Fig. 3c–e). To obtain further evidence, we measured the binding affinity of Jumu with 6mA-modified or unmodified probes by performing the surface plasmon resonance (SPR) kinetic assays, and found Jumu had much higher binding activity for 6mA-DNA (*K*d = 2.37 µM) than for unmodified DNA (*K*d = 42.1 µM) (Fig. 3f). Together, our findings suggest that Jumu preferentially binds the 6mA-modified DNA probes.

**Fig. 3:**
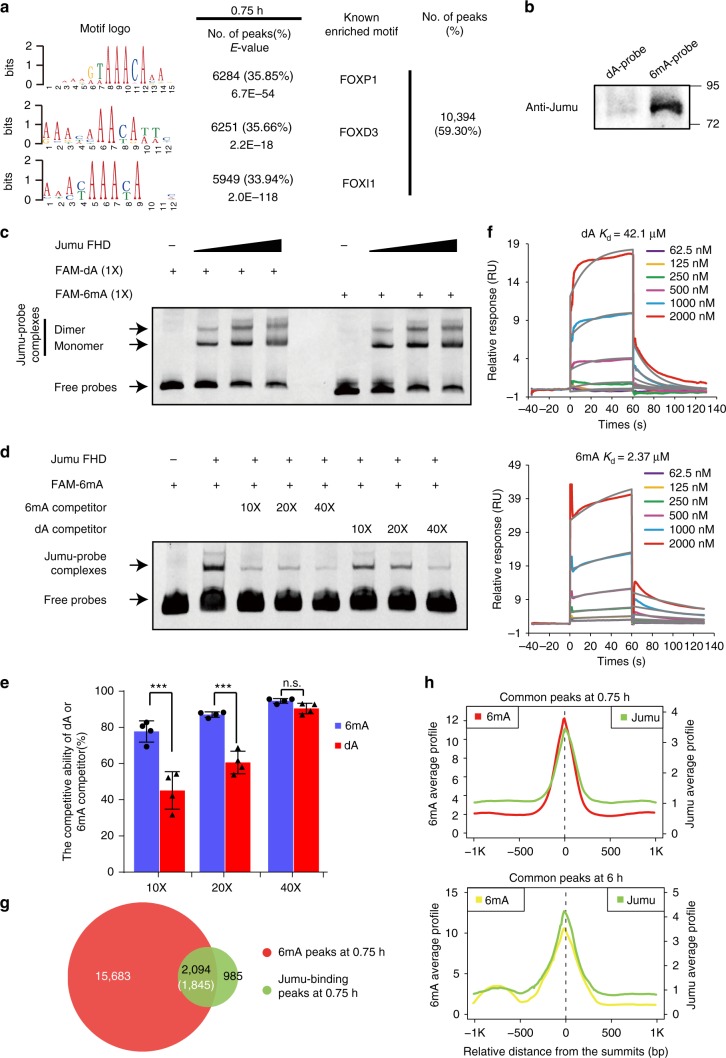
Jumu is a 6mA-marked DNA-binding protein. **a** Logo representations of Forkhead domain (FHD)-binding motifs identified in the 6mA peaks at the 0.75-h stage. For 6mA peaks in 0.75-h stage embryos, the number and percentage of peaks containing the motif and the E-value of motif occurrence were indicated. **b** Western blot assays using the anti-Jumu antibody against purified complexes. Complexes purified by the 6mA-containing DNA probes exhibited much higher Jumu signals than those purified by the control probes. **c** Electrophoretic Mobility Shift Assay (EMSA) showing the signals of the shifted probe bands in gradient dose of Jumu protein. The signals were progressively increased with gradient dose of Jumu protein present in the reactions. **d** Competitive EMSA in different titrations showing the different affinities of recombinant FHD of Jumu protein to dA-dsDNA and 6mA-dsDNA. **e** The competitive ratio of dA or 6mA competitor in different titrations by the quantitative intensity of bands boxed (**d**). The one-tailed Student’s *t* test was used to analyze statistical variance. Data expressed as means of 4 independent experiments. Error bars indicate mean ± s.d. ***P *<* 0.001. **f** Surface plasmon resonance (SPR) measurements of the interaction between recombinant FHD of Jumu protein and dA/6mA-dsDNA. Equilibrium and kinetic constants were calculated by a global fit to 1:1 Langmuir binding model. RU, resonance units. **g** Overlap of 6mA enrichment peaks and Jumu-binding peaks in 0.75-h embryos. **h** The average signal profile of 6mA and Jumu-binding in common 6mA/Jumu peaks in 0.75- and 6-h stage embryos. Source data are provided as a Source Data file. n.s. not significant

To rule out the preferential binding of Jumu with 6mA-modified DNA was attributed to the sequence specificity of the probes, we incubated the purified Flag-Jumu protein or the Flag-GFP protein (used as control) with genomic DNA from wild type and *DMAD* mutant brains (with high level of 6mA). Complexes immunoprecipitated by anti-Flag beads were then subjected to dot blot assays. As shown in Supplementary Figure 3c, Jumu captured much more of the 6mA signal than the GFP control. We then performed high-throughput sequencing assays using genomic DNA from 0.75- and 6-h embryos captured by the Flag-Jumu protein. 

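Genomic DNA of 0.75-h and 6-h embryos captured by purified Flag-tagged Jumu protein was sequenced with 1 library per stage. The authors processed these reads as those of the 6mA-DNA-IP, with Bowtie2 and MACS2, and deposited peak positions and scores. The control number in the names of the Jumu-binding peaks is that of the 6mA list of the same stage. Overlap was computed here as for the 6mA lists.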

By performing MACS2 analysis, we identified 3,079 and 921 Jumu-binding sites in the 0.75- and 6-h embryos, respectively. 

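The deposited lists held 3079 Jumu-binding peaks at 0.75 h and 921 at 6 h. Their median widths were 262 bp and 275 bp, and 4.16% and 2.61% of them were wider than 1 kb. They covered 1146 kb and 325 kb. At 0.75 h, 51.6% of peak centres lay more than 1 kb from any gene (95% interval 49.9 to 53.4), against 26.0% for random placements.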

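Of the 3079 Jumu-binding peaks at 0.75 h, 2094 overlapped a 6mA peak of the same stage, 68.0% (95% interval 66.3 to 69.7), against 9.24% on average for random placements and 10.5% in the highest. At 6 h, 721 of 921 overlapped, 78.3% (75.5 to 80.9), against 2.19% and 3.47%. The 0.75-h Jumu-binding peaks also overlapped 6mA peaks of the 6-h list, called against another control, in 38.7% (37.0 to 40.5), and the 6-h Jumu-binding peaks overlapped the 0.75-h list in 88.5%. When both peaks had to share at least 50% of their length, the overlap was 31.2% at 0.75 h and 48.8% at 6 h, the alternative that moved it most. The median distance between the centres of overlapping peaks was 82 bp at 0.75 h and 58 bp at 6 h.

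**Figure D2:**
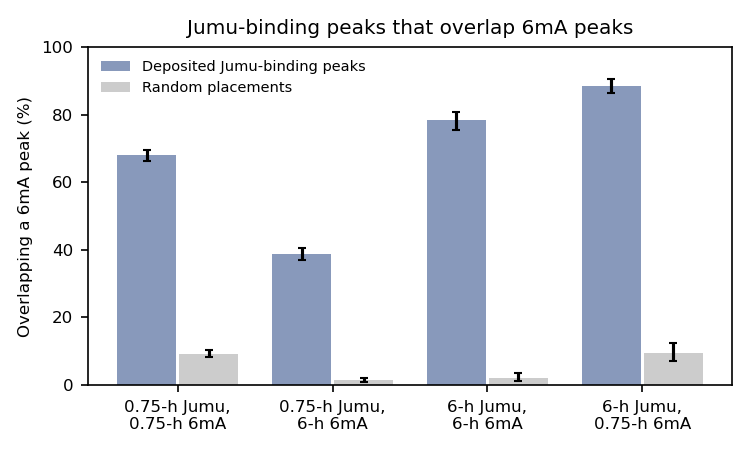
Share of Jumu-binding peaks that overlap a 6mA peak, in percent, for Jumu-binding peaks of 0.75 h and 6 h against the 6mA list of either stage. Blue bars are the deposited peaks with their 95% Clopper-Pearson interval and grey bars the mean of 100 random placements with their lowest and highest value.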

Strikingly, 68 and 78% of Jumu-binding peaks overlapped with the 6mA-enriched peak regions in the 0.75- and 6-h embryos, respectively (Fig. 3g and Supplementary Figure 3d), and the summits of the Jumu-binding peaks almost overlapped with those of the 6mA peaks (Fig. 3h). 

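Peak scores were compared within each 6mA list. At 0.75 h, the 1845 6mA peaks that overlapped a Jumu-binding peak had a median score of 754 and the 15683 others 130. At 6 h, the median was 245 for 662 peaks and 86 for 1785. Both differences were beyond each of 100000 permutations of the labels (two-sided permutation test, p = 1e-05, the smallest they can give). Peaks are not independent replicates. The peaks with Jumu were also wider, with a median of 498 bp against 249 bp at 0.75 h.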

Importantly, the signal strength of 6mA in the 6mA/Jumu common peaks was much stronger than in the unique 6mA peaks (Fig. 3h and Supplementary Figure 3e). These results suggest that Jumu is a 6mA-marked DNA-binding protein.

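Of the 6mA peaks, 10.5% at 0.75 h (95% interval 10.1 to 11.0) and 27.1% at 6 h (25.3 to 28.9) overlapped a Jumu-binding peak. For Jumu-binding peaks outside transposons and soft-masked sequence, the overlap with 6mA peaks of the same stage was 63.8% at 0.75 h and 69.3% at 6 h, against 8.76% and 3.38% for random placements. From the overlap and the stronger 6mA signal of the common peaks, the paper proposes that Jumu binds 6mA-marked DNA. Its case also rests on probe pull-down, gel-shift, surface plasmon resonance and dot blot experiments, which were not analysed here.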

### Jumu functions as a maternal factor in early embryos

Based on the above findings, we speculated that Jumu acts as a maternal factor to regulate early embryogenesis by binding 6mA mark. We thus examined abundance of Jumu protein at various embryonic stages. As shown by western blot assays, the Jumu was present at relatively high levels in early embryos, but its levels were reduced at the 10-h stage (Fig. 4a). Of note, Jumu was also found at considerable levels in unfertilized eggs and ovaries (Fig. 4a), suggesting that Jumu were preloaded into mature oocyte. We then employed the CRISPR/Cas9 system to generate two *jumu* mutant alleles, *jumu*^1^ and *jumu*^2^ (Fig. 4b). Genetic tests showed that about 45% (*n* *=* 116) of zygotic *jumu* mutants finally developed into adult flies, in which Jumu expression was completely abolished (Fig. 4c). Of note, although loss of zygotic Jumu reduced female fertility by affecting germline development, zygotic *jumu* mutant females still produced a few eggs, in which the maternal Jumu was absent (Fig. 4d). To determine the maternal role of Jumu, we used maternal *jumu*^(M−)^ mutant eggs to perform further genetic experiments. As shown in hatching rate analysis, compared with the wild-type control, ~72% of *jumu*^(M−,Z+)^ embryos failed to hatch into larvae, when maternal *jumu* mutant eggs were fertilized by the wild-type sperm (Fig. 4e and Supplementary Figure 4a). Cuticle analysis showed that about 30% of dead mutant embryos (143/482) had displayed segmentation pattern with different numbers of segments, whereas about 70% of dead mutant embryos (339/482) even showed no segmentation phenotype (Fig. 4f). Further Immunostaining assays revealed that compared to the wild-type control, the hexagonal-actin network was apparently disorganized in about 50% (132/265) maternal *jumu* mutant embryos at the nuclear cycle 14 (Fig. 4g). Additionally, nuclear fallout phenotypes were observed in some *jumu*^(M−,Z+)^ mutant embryos (Fig. 4g and Supplementary Figure 4b). These findings suggested a role of maternal Jumu in regulating cellularization in the early embryos. We noted that ~86% of *jumu*^(M−,Z−)^ mutant displayed embryonic lethal phenotypes (Fig. 4e and Supplementary Figure 4a). Only a few of the *jumu*^(M−,Z−)^ mutant (~1.7%, 33/1934) reached adulthood. Notably, the *jumu* mutant sperm was sufficient to support normal embryogenesis when it was used to fertilize wild-type eggs (Fig. 4e and Supplementary Figure 4a). Because *jumu*^(M−,Z−)^ embryos displayed severer embryonic lethal phenotypes than that in *jumu*^(M−,Z+)^ embryos, we examined the expression of Jumu in *jumu*^(M−,Z+)^ embryos at 0–1 and 2–4 h stages, and found Jumu was zygotically expressed in embryos (Supplementary Figure 4c). These results suggest that Jumu plays important maternal roles during embryogenesis.

**Fig. 4:**
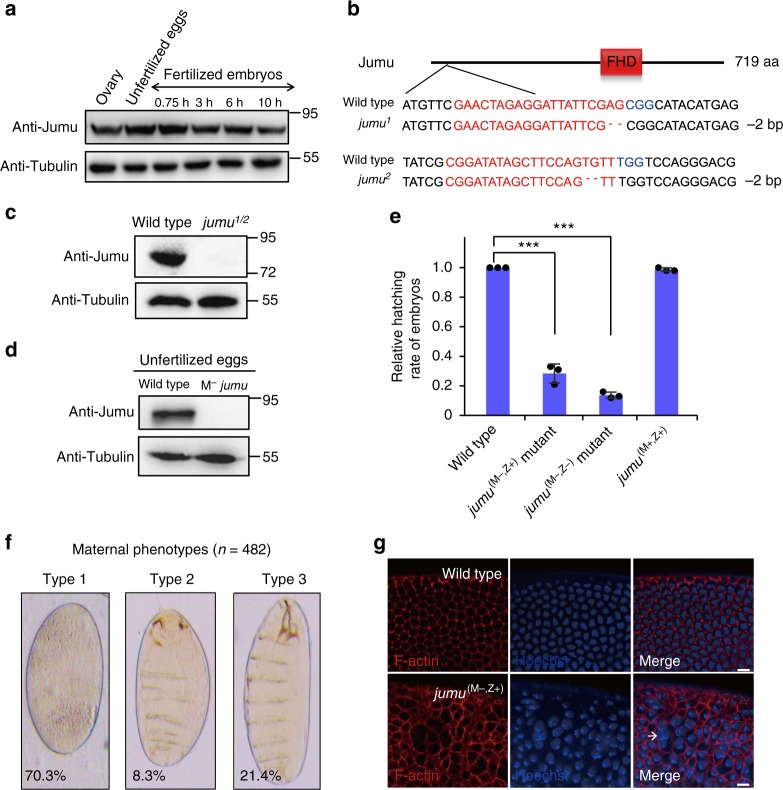
Jumu functions as a maternal factor to regulate embryogenesis. **a** Western blot assays showing Jumu protein abundance in ovary, unfertilized eggs and embryos at various embryonic stages as indicated. **b** Two *jumu* mutant alleles, *jumu*^1^ and *jumu*^2^, were generated by the CRISPR/Cas9 system. **c**, **d** Western blot assays were performed to show expression levels of Jumu protein in wild type or *jumu* mutant ovaries (**c**), and in wild type or maternal *jumu* mutant eggs (**d**). **e** Relative hatching rate of embryos with indicated genotypes. The two-tailed Student’s *t* test was used to analyze statistical variance. Data expressed as means of 3 independent experiments. Error bars indicate mean ± s.d. ***P *<* 0.001. **f** Three typical phenotypes were observed in *jumu* maternal lethal embryos (M^−^, Z^+^, *jumu*). **g** Wild type and maternal *jumu* mutant embryos were stained with phalloidin and Hoechst to visualize F-actin (red) and DNA (blue), respectively. Scale bar, 10 μm. Source data are provided as a Source Data file

### Maternal Jumu regulates early embryonic gene expression

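RNA-seq of 3-h embryos was deposited as 1 FPKM value per gene for the wild type, the *jumu* (M-,Z+) and the *jumu* (M-,Z-) embryos, from 2 libraries each. *jumu* (M-,Z+) embryos lack maternal Jumu, and *jumu* (M-,Z-) embryos lack maternal and zygotic Jumu. Mapping and FPKM were by the authors, as for the wild-type stages. The RNA of *jumu* itself did not separate the groups: its FPKM was 71.8 in the wild type, 103 in the embryos labelled *jumu* (M-,Z+) and 55.5 in those labelled *jumu* (M-,Z-). The alleles were made with CRISPR/Cas9 and the paper reports loss of the protein by western blot, so RNA reads can remain. Every direction given for these groups rests on their labels. Of 16668 genes, 8690 had an FPKM of at least 1 in at least 2 of the 3 groups. A gene was counted as changed when its log2(FPKM + 1) differed from the wild type by at least 1 in both mutants, in the same direction. Without replicate values, no p-value across genes was computed. The computation was tested on simulated data for 16668 genes, where 99.5% of 200 genes changed 4-fold were recovered, which does not measure how often the rule calls unchanged genes.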

Next, we tested whether the maternal Jumu controls the proper gene expression in early embryos, and generated RNA-seq data sets from *jumu*^(M−,Z+)^, *jumu*^(M−,Z−)^ and wild-type embryos at the 3-h stage. 

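By this rule, 1316 genes were changed in both mutants, 815 up and 501 down, and 21 genes passed it in opposite directions. Both mutants were compared with the same wild type, which by itself gives common changes: in 100 simulations of unchanged mutants against a shared wild type, with the spread taken from the difference between both mutants at the same expression level, 308 genes on average passed as up and 307 as down. The difference between both mutants includes any real effect of zygotic Jumu, so the simulated counts can be too high. The observed changes in both mutants correlated across genes with Pearson's r of 0.746, against 0.497 on average in the simulations. Genes are not independent replicates. Without the filter on low values, 883 genes were down and 815 up. The number depended on the threshold and on the control. The lower threshold of 1.5-fold gave 1805 up and 1124 down. After quantile normalization, the 3-h wild type of the *DMAD* mutant series as control gave 1348 up and 1490 down, and that of the stage series 207 up and 286 down. After quantile normalization alone, 645 were up and 634 down.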

Because loss of maternal Jumu leads to embryonic lethal phenotypes, we first compared the gene expression profile of *jumu*^(M−,Z+)^ or *jumu*^(M−,Z−)^ mutant embryos with that of wild-type embryos, and identified 2198 genes that were significantly up/downregulated in both *jumu*^(M−,Z+)^ and *jumu*^(M−,Z−)^ mutant embryos (Fig. 5a). We defined these 2,198 genes as genes significantly regulated by the maternal Jumu (hereafter referred to as GSRJ), and divided the GSRJ into two groups, group 1 (up-regulated genes) and group 2 (downregulated genes). 

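The 815 genes up in both mutants had a median change of 1.40 in *jumu* (M-,Z+) and 1.82 in *jumu* (M-,Z-) embryos, in log2(FPKM + 1). The 501 genes down had medians of −1.40 and −2.04. Ranked by the smaller of both changes, among genes with an FPKM of at least 5 in some group, the 5 first increases were those of *CG13532* (4.84 and 4.28), *bcd* (3.94 and 5.53), *Drep1* (3.38 and 3.94), *Hsp22* (4.82 and 3.11) and *smg* (3.06 and 4.50). The 5 first decreases were those of *Cpr65Ea* (−5.26 and −7.53), *CG6180* (−3.90 and −3.74), *CG14095* (−3.70 and −4.75), *CG15022* (−3.70 and −4.54) and *Cpr51A* (−3.43 and −5.93). With the 3-h wild type of the *DMAD* mutant series as control, *CG13532* (4.01), *Drep1* (2.69), *smg* (2.78) and *CG6180* (−4.46) still passed the rule by the smaller of both changes. The other genes did not: this change was 0.42 for *Cpr65Ea*, 0.26 for *bcd*, 0.35 for *Hsp22*, −0.37 for *CG14095*, −0.02 for *CG15022* and −0.68 for *Cpr51A*, in the opposite direction for the first. *Cpr65Ea* and *Cpr51A* encode cuticle proteins, which also differed between the groups of that series. With the 3-h wild type of the stage series, *bcd* (0.82) and *smg* (0.91) no longer passed, and the others did, *Cpr65Ea* at −4.07, *CG15022* at −2.68, *CG14095* at −2.33, *Cpr51A* at −2.32 and *Hsp22* at 2.33 among them. In the wild-type stages, *bcd* had an FPKM of 94.2 at 0.75 h and 16.5 at 3 h, and *smg* 655 and 130.

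**Figure D3:**
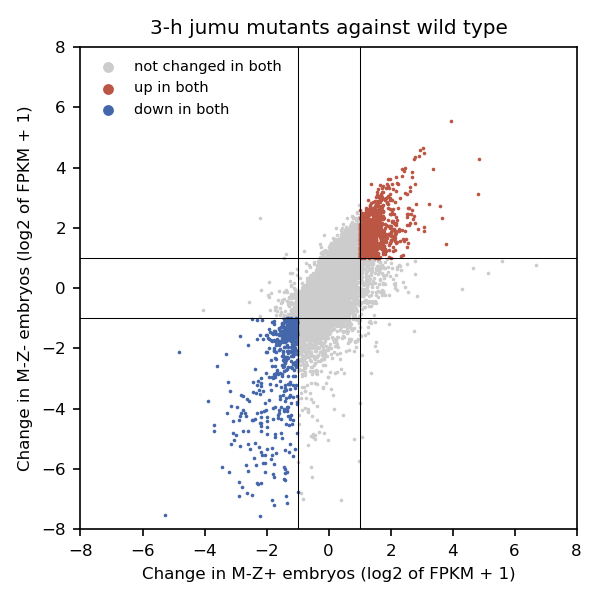
Change against the 3-h wild type in embryos labelled *jumu* (M-,Z+) (x axis) and *jumu* (M-,Z-) (y axis), both as the difference of log2(FPKM + 1), for each of 8690 genes. Red points are the 815 genes up in both, blue points the 501 genes down in both, and lines mark a change of 1.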

Gene ontology (GO) analysis revealed that some of GSRJ genes were development-related (Supplementary Figure 5a). Thus, lethality of maternal *jumu* mutant embryos could be, at least in part, attributed to abnormal expression of development-related genes. 

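In the 3-h RNA-seq data, *lilli* had an FPKM of 9.01 in the wild type, 23.1 in embryos labelled *jumu* (M-,Z+) and 36.6 in those labelled *jumu* (M-,Z-), changes of 1.26 and 1.91 in log2(FPKM + 1). A higher change in *jumu* (M-,Z-) embryos was found for 4.17% of 10116 genes. The changes of *zelda* were 0.83 and 0.60, under the rule of 1 in both mutants, and 28.3% of genes had a higher change in *jumu* (M-,Z-) embryos.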

Of note, a number of the GSRJ genes encoding maternal transcription factors (e.g., Zelda^20^ and Lilli^26^) were found to be up-regulated in 3-h *jumu*^(M−,Z−)^ embryos. These findings suggest that loss of maternal Jumu changes gene expression pattern in early embryos.

**Fig. 5:**
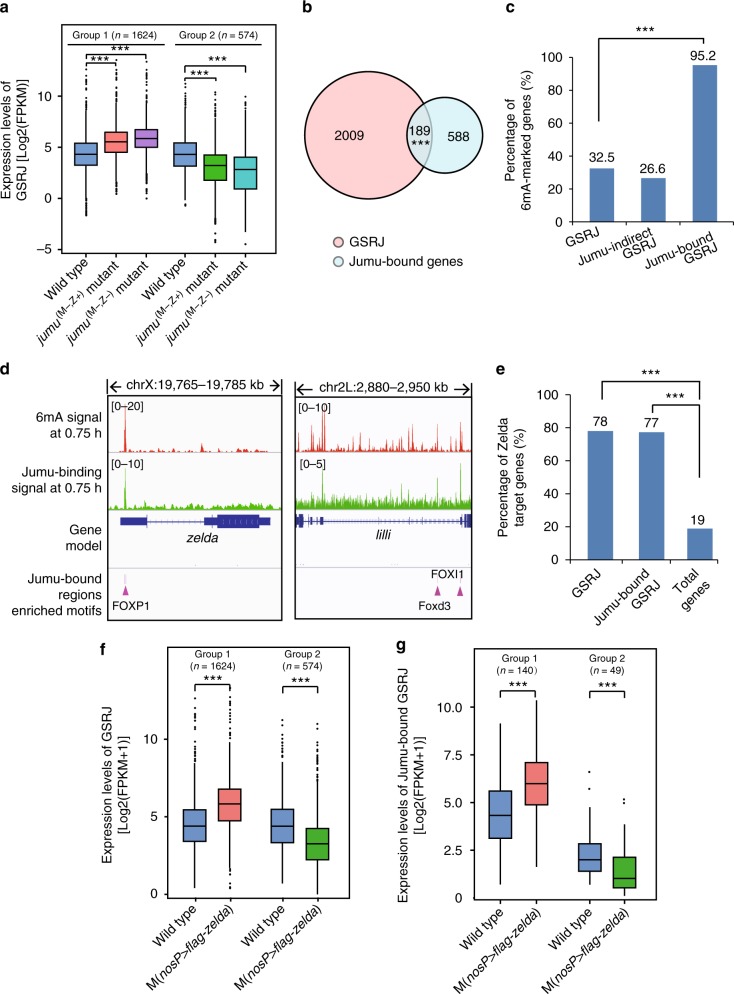
Jumu regulates embryonic gene expression via 6mA modification. **a** A total of 1624 genes of GSRJ (group 1) were significantly up-regulated and 574 genes of GSRJ (group 2) were significantly downregulated in *jumu* mutant embryos. *P* values were calculated by one-tailed Student’s *t* test. ***P < 0.001. GSRJ, genes significantly regulated by the maternal Jumu. **b** Overlap of Jumu-bound genes and GSRJ. *P* value (*P* = 7.3e-06) was calculated by one-tailed hypergeometric test. ***P < 0.001. **c** Percentage of 6mA-marked genes in different gene sets as indicated. *P* value was calculated by one-tailed hypergeometric test. ***P < 0.001. **d** Examples for 6mA and Jumu-binding signals around important gene (*zelda, lilli*). The enriched motifs in Jumu-bound regions were shown in figures. **e** Percentage of Zelda target genes in different gene sets as indicated. *P* value was calculated by one-tailed hypergeometric test. ***P < 0.001. **f** A total of 1624 genes of GSRJ (group 1) were upregulated and 574 genes of GSRJ (group 2) were downregulated in *zelda* overexpressed embryos. *P* values were calculated by one-tailed Student’s *t* test. ***P < 0.001. **g** Jumu-bound group 1 GSRJ were upregulated and Jumu-bound group 2 GSRJ were downregulated in *zelda* overexpressed embryos. *P* values were calculated by one-tailed Student’s *t* test. ***P < 0.001. For all boxplots, the centre line indicates the median, the bottom and top of the box show the first and third quartiles of the data, and the whiskers show the minimum and maximum values. Source data are provided as a Source Data file

### Jumu regulates 6mA-marked z*elda* in early embryos

Given that Jumu binds to 6mA-marked DNA, we next investigated the role of Jumu in regulating its binding-target genes. 

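A gene was called Jumu-bound when the centre of a 0.75-h Jumu-binding peak lay in it or within 1 kb. Of the 1291 changed genes with a place on the genome, 80 were Jumu-bound, 6.20% (95% interval 4.94 to 7.65), against 363 of 7247 genes not changed in both mutants, 5.01% (one-sided Fisher's exact test, p = 0.0465). Among the same genes (n = 1291), the difference did not pass 0.05 with Jumu-binding peaks in the gene alone (p = 0.0552), with the peaks of the upper 50% by score (p = 0.182) or against genes of the same length (p = 0.296). Against all other genes of the table with a place on the genome, it was larger, 1.92 percentage points (one-sided Fisher's exact test, p = 0.00129). Among genes up in both mutants, 65 of 796 were bound, 8.17% (one-sided Fisher's exact test, p = 0.000126), and among genes down, 15 of 495, 3.03% (p = 0.994).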

We compared the Jumu-bound genes (definition seen in Methods) with the GSRJ, and found 189 Jumu-bound GSRJ (Fig. 5b). The remaining GSRJ without Jumu-binding sites were referred to as the Jumu-indirect GSRJ. 

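Of the 80 Jumu-bound changed genes, 73 had the centre of a 0.75-h 6mA peak in the gene or within 1 kb, 91.3% (95% interval 82.8 to 96.4). Of the 1211 changed genes that were not Jumu-bound, 252 did, 20.8% (18.6 to 23.2; two-sided Fisher's exact test, p = 1.48e-38). Without the 6mA peaks that overlap a Jumu-binding peak, 73.8% of the Jumu-bound genes were still marked. The Jumu-bound changed genes had a median length of 27697 bp and the others 2619 bp. Changed genes drawn with the lengths of the Jumu-bound genes were marked in 67.5% on average. The Jumu-bound genes themselves were among those drawn from, which can raise this share above that of unbound genes of these lengths. Jumu-bound genes that did not change in both mutants were marked in 89.5%, which was not distinguishable from the changed ones (two-sided Fisher's exact test, p = 0.838). The shares depended on the stage of the 6mA peaks. With 3-h 6mA peaks, 56.25% of the Jumu-bound changed genes and 4.62% of the other changed genes were marked.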

By scanning the 6mA peaks around the Jumu-bound GSRJ, we found that 95% (180/189) of Jumu-bound GSRJ were marked by 6mA, whereas only about 27% (534/2,009) of Jumu-indirect GSRJ were marked by 6mA (Fig. 5c).

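The gene *zelda* lies on chromosome X of dm6 from 19766465 to 19783548 on the reverse strand. Its 3′ UTR held a 6mA peak at each wild-type stage, from 19766900 to 19767121 at 0.75 h, and a Jumu-binding peak from 19766907 to 19767095 at 0.75 h and from 19766907 to 19767111 at 6 h. The centre of the 0.75-h peak holds a short tandem repeat, and 60% of its central 200 bp is soft-masked. The gene *lilli* lies on chromosome 2L from 2885929 to 2954406 and held 18 6mA peaks at 0.75 h, 1 at 3 h and 5 at 6 h. Its Jumu-binding peaks at 0.75 h were 3, in the 5′ UTR from 2890421 to 2890668 and from 2945044 to 2945310 and in an intron from 2935924 to 2936106. On chromosome 2R, *lola*, from 10481894 to 10543291, held 15 6mA peaks and 2 Jumu-binding peaks at 0.75 h. *Trf2*, on X from 8409272 to 8433011, held 2 6mA peaks and 1 Jumu-binding peak at 0.75 h, in the 3′ UTR from 8430478 to 8430753. At 6 h, *lola* and *Trf2* held 0 Jumu-binding peaks. The peak lists give calls alone, so a stage without a peak is not shown to lack signal.

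**Figure D4:**
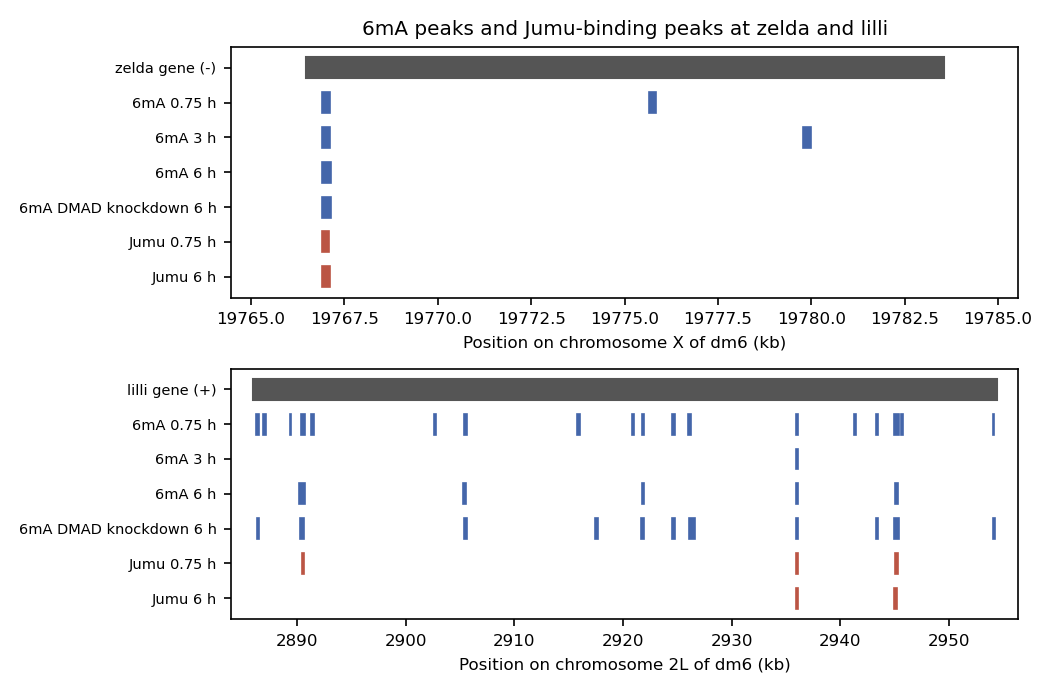
Positions on dm6, in kb, of the 6mA peaks (blue) of 4 lists and the Jumu-binding peaks (red) of 2 lists at *zelda* on chromosome X and *lilli* on chromosome 2L, drawn to scale below the extent of each gene (grey). At the 3′ end of *zelda* each of the 6 lists has a peak.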

To understand molecular mechanisms by which Jumu regulates early embryogenesis, we carefully examined the 189 Jumu-bound GSRJ, and found that some important genes, such as *zelda*, *lilli*, *lola* and *Trf2*, were marked by both 6mA and Jumu-binding signals (Fig. 5d and Supplementary Figure 5b). Among these, we considered the *zelda* gene as being of particular interest because its product Zelda acts as a pioneer transcription factor essential for MZT^20^. In our RNA-seq data sets, *zelda* was expressed at considerable levels in 3-h wild-type embryos, but was further up-regulated in maternal Jumu mutant (Supplementary Figure 5c). 

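The FPKM of *zelda* at 3 h was 90.0 in the wild type, 160 in embryos labelled *jumu* (M-,Z+) and 137 in those labelled *jumu* (M-,Z-). The change depended on the wild type used, in *jumu* (M-,Z-) embryos also in direction. Quantile normalization within the same table gave 0.58 and 0.18. Against the 3-h wild type of the *DMAD* mutant series, after quantile normalization, the changes were 1.90 and 1.45, and against that of the stage series they were 0.22 and −0.18. The 3-h wild type of the stage series, in a table normalized separately, had an FPKM of 146. These values have no replicate check, and the direction rests on the labels of the mutants.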

To validate the role of 6mA, we generated maternal DMAD mutant embryos (see Methods), and found that loss of the maternal DMAD caused embryonic lethal (Supplementary Figure 5d, e). Moreover, *zelda* was downregulated in maternal DMAD mutant (Supplementary Figure 5f, g). Thus, our findings suggest that Jumu negatively regulates *zelda* expression in early embryos likely through 6mA modification.

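RNA-seq of 3-h embryos without maternal DMAD and their wild type was deposited as 1 FPKM value per gene and group, from 2 libraries each, processed by the authors as above. The FPKM of *DMAD* itself was 1.49 in the wild type and 3.41 in the embryos labelled as maternal *DMAD* mutants, so RNA does not separate the groups and the direction rests on the labels. *zelda* had an FPKM of 46.9 in the wild type and 22.4 in the mutants, a change of −1.03 in log2(FPKM + 1). A lower change was found for 4.63% of 8961 genes. The size depended on the wild type used. After quantile normalization, it was −2.40 against the 3-h wild type of the *jumu* series and −2.90 against that of the stage series. The change has no replicate check. The RNA of *jumu* was also lower in these mutants, with an FPKM of 21.9 against 51.0 in their wild type. Its change was −1.18, and 2.98% of genes had a lower one. From the *jumu* and *DMAD* mutants, the paper proposes that Jumu lowers the expression of *zelda*, likely through 6mA.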

We then examined embryos with overexpression of maternal Zelda. Consistent with previous findings^22^, Zelda overexpression caused partial embryonic lethal (710/1374), and some Zelda overexpression embryos displayed celluarization defects (Supplementary Figure 6a–e). Because *zelda* was up-regulated in maternal Jumu mutant embryos, we tested whether the embryonic lethal phenotype in the maternal Jumu mutant is attributed to abnormal expression of Zelda target genes. We generated the RNA-seq dataset of embryos (3-h stage) with overexpression of maternal Zelda. By integrating this dataset with the Zelda ChIP-seq data^27^, we identified 3,165 Zelda target genes. Notably, 78% (1715/2,198) of the GSRJ were Zelda-target genes, and 77% (146/189) of Jumu-bound GSRJ were Zelda-target genes (Fig. 5e). Further analyses revealed that the group 1 genes of GSRJ up-regulated in maternal Jumu mutant were up-regulated in Zelda overexpression samples, and likewise, the group 2 genes of GSRJ downregulated in maternal Jumu mutant were downregulated in Zelda overexpression samples (Fig. 5f, g). To obtain biological evidence, we generated *zelda* knockdown females carrying different transgene combinations, P{*nos-gvp*}^2*ed*^/P{*uas-zelda-RNAi*} and P{*uasp-artmiR-zelda*}/P{*nos-gvp*}^3*ed*^, which produced embryos with partial and strong knockdown of maternal Zelda, respectively (Fig. 6a and Supplementary Figure 6f). Consistent with previous findings^20^, strong knockdown of maternal Zelda caused complete embryonic lethal (Supplementary Figure 6g), whereas partial knockdown of maternal Zelda did not significantly affect embryonic development (Fig. 6b, c and Table 1). Notably, partial knockdown of maternal Zelda suppressed the embryonic lethal phenotype induced by loss of maternal *jumu* (Fig. 6b, c and Table 1). Thus, our findings suggest that Jumu regulates early embryogenesis, at least in part, through controlling 6mA-marked Zelda.

**Fig. 6:**
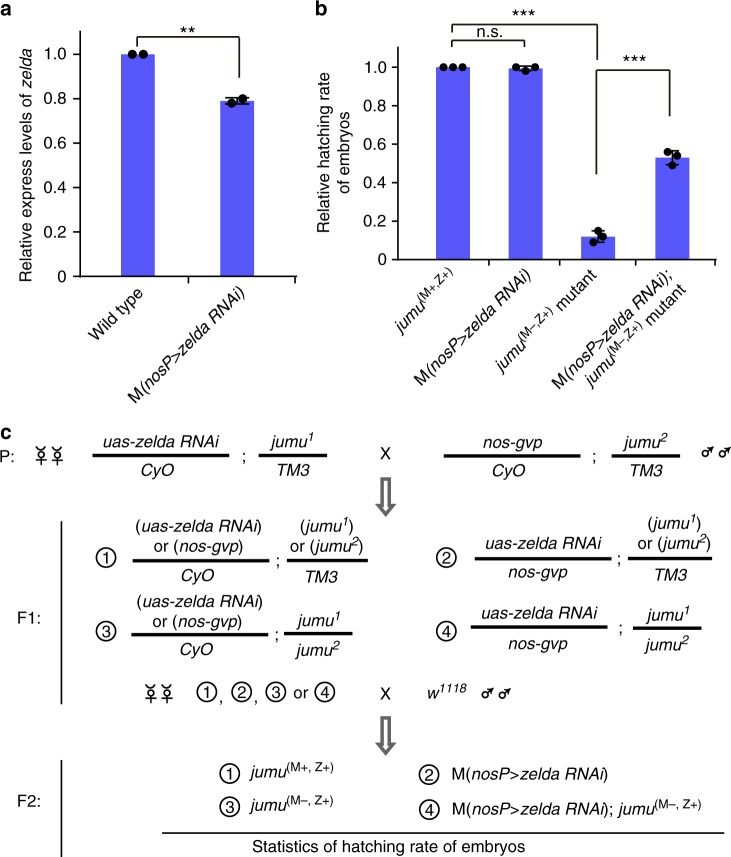
Maternal Zelda overexpression causes partial embryonic lethal. **a** Quantitative RT-PCR experiments were used to analyze the effectiveness of *zelda* knockdown in 0.75-h stage embryos. The two-tailed Student’s *t* test was used to analyze statistical variance. Data expressed as means of 2 independent experiments. Error bars indicate mean ± s.d. **P *<* 0.01. **b** Relative hatching rate of embryos with indicated genotypes. The two-tailed Student’s *t* test was used to analyze statistical variance. Data expressed as means of 3 independent experiments. Error bars indicate mean ± s.d. ***P < 0.001. **c** Females with indicated genotype (*uas-zelda RNAi/CyO*; *jumu*^*1*^*/TM3*) were crossed with males (*nos-gvp/CyO;jumu*^*2*^*/TM3*), the eggs produced by female progenies were then fertilized by the wild-type sperm. Unhatched embryos and larvae with indicated genotypes were counted separately. Source data are provided as a Source Data file. n.s. not significant

**Table 1:** Hatching rate of embryos with indicated genotypes

Genotype of embryos	Hatching rate		
	Replicate 1	Replicate 2	Replicate 3
*jumu* ^(M+, Z+)^	0.91 (480/530*)	0.90 (285/317*)	0.86 (425/494*)
M (*nosP* > *zelda RNAi*)	0.91 (1018/1114*)	0.90 (130/145*)	0.84 (323/383*)
*jumu*^(M−, Z+)^ mutant	0.11 (32/296*)	0.14 (11/81*)	0.08 (27/343*)
M (*nosP* > *zelda RNAi*); *jumu*^(M−, Z+)^ mutant	0.51 (338/668*)	0.49 (512/1047*)	0.42 (286/681*)

^*^Sample size

## Discussion

The precise activation of zygotic genomes is essential for the normal embryogenesis; however, the molecular mechanisms that regulate this process have remained poorly understood. Our recent study showed that 6mA dynamics in *Drosophila* early embryos almost corresponds to the process of MZT, raising a possibility that 6mA forms an epigenetic mark contributing to MZT. In this study, we shed light on this intriguing issue, and found 6mA can mark and associates with zygotic gene expression in early embryos. Importantly, we found that the Fox family protein Jumu bound 6mA-marked gene and functioned as a maternal factor to control the proper activation of zygotic genomes. Thus, our findings support a notion that 6mA-formed epigenetic code can be read by the maternal factor, thus controlling normal embryogenesis.

It has been suggested that Zelda and Zelda-like proteins function as pioneer transcription factors to initiate zygotic genome activation^20^. Interestingly, we found that *zelda* was marked with 6mA and regulated by Jumu. Bioinformatics analysis showed that 78% (1715/2,198) of the GSRJ were also Zelda’s targets. Consistently, genetic experiments showed that maternal overexpression of Zelda caused embryonic lethal phenotype, which mimics that observed in Jumu maternal mutant embryos. Importantly, we found that partial knockdown of Zelda significantly suppressed the embryonic lethal phenotype induced by loss of maternal Jumu. These findings strongly suggested that Zelda is one of critical target genes of Jumu, and that Jumu regulates the proper zygotic genome activation, at least in part, through regulating Zelda (Fig. 7a). Previous studies have suggested that loss of maternal Zelda leads to either down-regulation or upregulation of target genes in *Drosophila* embryos, suggesting that Zelda regulates gene expression in either direct or indirect manner, although Zelda is a positive regulator of gene expression. For the case of indirect targets, Zelda could activate a set of miRNAs, which inhibit sets of downstream target genes^20,28^. In addition to *zelda*, our results suggest that other important genes, such as *lilli* and *lola*, were marked with 6mA and regulated by Jumu. Based on our data analysis, we propose a model by which the maternal factor Jumu specifically reads a 6mA-based epigenetic code to control other transcription factors including Zelda, thereby ensuring the proper embryogenesis (Fig. 7b). Of note, Jumu is required for both germline development and embryogenesis; however, the actions of Jumu appear to be different between two biological contexts (Supplementary Figure 7a–g). 

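Ovaries of wild-type and *jumu* mutant females were sequenced as 2 libraries each and deposited as 1 FPKM value per gene and group. The FPKM of *jumu* was 68.0 in the wild type and 68.9 in the ovaries labelled as mutant, so the direction rests on the labels. Genes up in both 3-h mutants had a median change of 0.13 in the ovary (801 genes), and genes down had −0.08 (382 genes), in log2(FPKM + 1). Of 10000 random lists of the same size and expression, each had a lower median than the first group, and 0.04% had a lower median than the second. *zelda* changed by 0.17 in the ovary.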

In the context of early embryos, loss of maternal Jumu led to upregulation of Zelda, and loss of Jumu and overexpression of maternal Zelda caused similar embryonic lethal phenotypes. Importantly, transcriptomic profiles of GSRJ in maternal Jumu mutant were very similar to that in maternal Zelda overexpression samples. By contrast, in context of germline, knockdown or overexpression of Zelda in germ cells had no apparent effects on the normal oogenesis, suggesting that Zelda is dispensable for germline development (Supplementary Figure 7h).

**Fig. 7:**
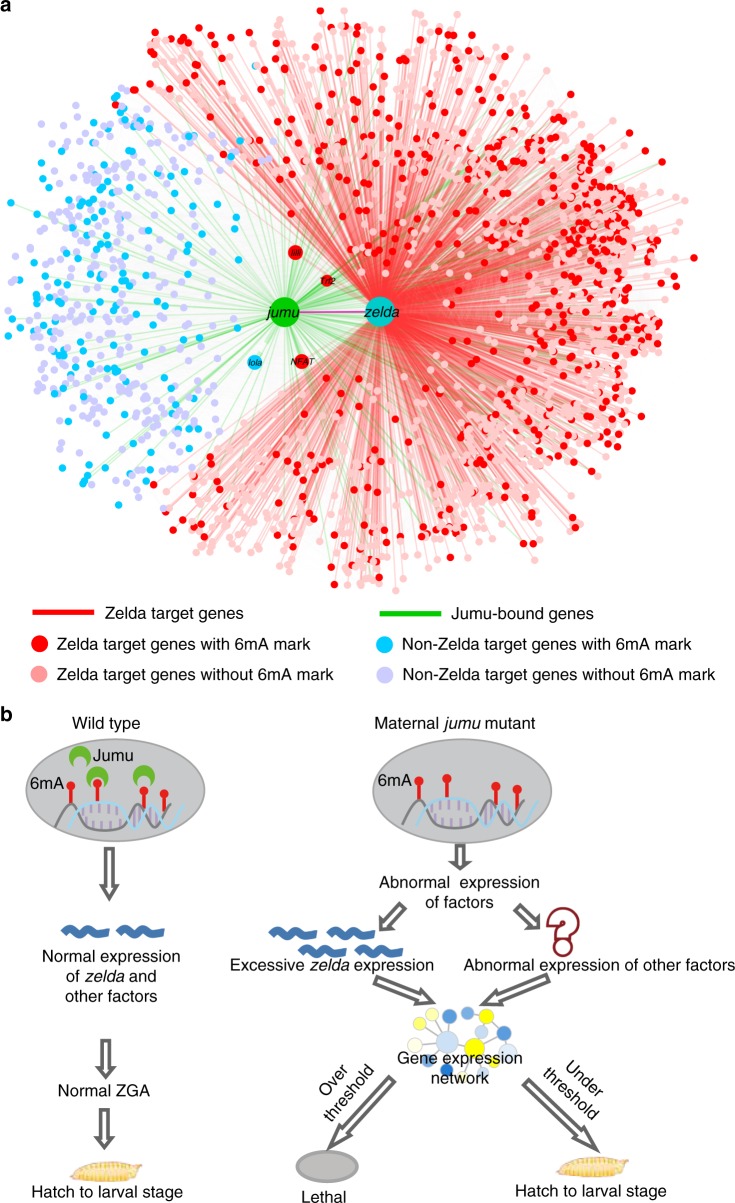
Regulatory gene network of GSRJ mediated by Jumu. **a** The regulatory network by which Jumu regulates embryonic gene expression in Zelda-dependent and Zelda-independent manners. The Jumu/Zelda target genes were as defined in the main text. **b** Model for Jumu as a 6mA reader that regulates embryonic gene expression. ZGA, zygotic genome activation. Source data are provided as a Source Data file

Here we identified a Fox family protein Jumu functions as a 6mA reader to regulate gene expression. However, it still remains unknown about whether 6mA modification has a role to inhibit the binding of protein–DNA. Nevertheless, because Fox family proteins have conserved roles in controlling embryonic development and tissue homeostasis, misregulation of some Fox family proteins has been implicated in many human diseases including cancers^29,30^. It will be interesting to investigate how Fox family proteins function in concert with 6mA epigenetic mark to regulate development in mammals and in human diseases.

## Methods

### *Drosophila* strains

Fly stocks were maintained under standard culture conditions. The *Drosophila w*^*1118*^ strain was used for collecting the wild-type embryos in this study. DMAD null flies, *DMAD*^1^ and *DMAD*^2^, were described previously^11^. The following strains were generated in this study: (1) Two *jumu* mutant alleles, *jumu*^1^ and *jumu*^2^, were generated by the following method^11^. Briefly, the target DNA sequence selected for CRISPR RNA-guided Cas9 nuclease was predicted by crisper/cas target software (http://zifit.partners.org/ZiFiT). The templates for gRNA in vitro transcription were amplified from pMD19T- gRNA scaffold. Then the gRNA was in vitro transcribed through run-off reactions and injected into *vasa-Cas9* embryos. The flies were incubated under standard culture conditions and outcrossed for further screening by T7E1 enzyme digestion and sequencing; (2) The transgene line, P{*uasp-flag-zelda*}, in which the full-length *zelda* was inserted into UASp-flag vectors; (3) The *zelda* knockdown line, P{*uasp-artmiR-zelda*} was generated by the following method. A pair of designed primers was denatured and annealed to form short dsDNA, which were then digested by NheI and EcoRI enzymes to insert into UASp BX vectors. The *w*^*1118*^ strain was used as the host for P element-mediated transformations. P{*uas-zelda RNAi*} was obtained from Tsinghua fly center. P{*nos-gvp*}^2*ed*^ and P{*nos-gvp*}^3*ed*^ were used as a maternal driver. The detailed information of primers was described in the Supplementary Table 1.

### Embryo preparation

The flies were maintained in large population cages in an incubator at standard conditions (25 °C). As the protocol for collecting embryos, the well-fed flies were used to lay eggs in bottles, each of which was covered by a petri dish with agar gel. In this work, six students and postdocs carefully collected and examined embryos under the light microscopes. For the 0.75-h stage, embryos were collected for 30 min, and then allowed to develop for 15 min. Older embryos were removed using the light microscopes^27^ and the embryos were cleaned using washing buffer (1x PBS) to avoid contamination. All actions were stopped at the 0.75-h, at which the samples were immediately put into liquid nitrogen and stored at −80 °C. Likewise, the ranges of 3-h and 6-h are 2.5–3 h and 5.5–6 h, respectively.

### Purification of genomic DNA

*Drosophila* samples were collected and dissected with indicated stages and tissues. Genomic DNA was extracted using a Wizard genomic DNA purification kit (Promega) following the manufacturer’s instructions.

### 6mA-DNA-IP-Seq

Purified genomic DNA was sonicated to 200 base pairs (bp). 5 µg of fragmented genomic DNA was immunoprecipitated with 5 µg of rabbit 6mA antibody (Abcam) or rabbit IgG overnight at 4 °C in a final volume of 500 µl immunoprecipitation buffer (10 mM sodium phosphate, pH 7.0, 140 mM NaCl, 0.05% Triton X-100). The mixture was incubated with 50 µl protein A/G agarose beads for 2 h at 4 °C and then washed three times with 1 ml of immunoprecipitation buffer. The beads were then treated with proteinase K and the methylated DNA was purified by phenol–chloroform extraction followed by ethanol precipitation for library construction. End repair, 3′-adenylation, adaptor ligation, and PCR amplification were performed according to the Illumina TruSeq DNA sample preparation procedures. The libraries were sequenced using an Illumina HiSeq 2500 V4 platform. Of note, the anti-6mA used in this study can efficiently capture either single-strand or double-strand genomic DNA (Supplementary Figure 1b, c)

It is worth to note that both IgG- and input-based controls have been widely used to call peaks in DNA-IP-seq experiments in many studies^31,32^. In this study, we found that there was no significant bias between two approaches. For example, at the 0.75-h stage, we found that 96% of Input-controlled 6mA peaks were overlapped with IgG-controlled 6mA peaks (Supplementary Figure 1f).

### RNA sequencing (RNA-seq)

Total RNAs were isolated from embryos at the indicated stages using Trizol reagent (Thermo Fisher). The mRNAs were purified using a Dynabeads mRNA DIRECT Kit (Thermo Fisher) according to the user manual. Illumina sequencing libraries were constructed according to the manufacturer’s instructions and sequenced using an Illumina HiSeq 2500 V4 or NovaSeq platform.

### Protein-DNA interaction and high-throughput sequencing

Plasmids were transfected into HEK293T cells using polyethyleneimine (PEI, Sigma). The cells were treated with lysis buffer (50 mM Tris-HCl, pH 7.4, 500 mM NaCl, 1% NP-40, protease inhibitor) after culturing for 48 h. Following centrifugation (20,000 × *g*) for 10 min at 4 °C, the supernatants were mixed with anti-FLAG M2 affinity beads (Sigma) and incubated for 3-h at 4 °C. Then the beads were washed twice with lysis buffer and twice with TBS (20 mM Tris-HCl, pH 7.4, 150 mM NaCl). Five micrograms of fragmented genomic DNA and immunoprecipitation buffer to a final volume of 500 µl was added to the beads and held overnight at 4 °C. Then the mixture was washed three times with 1 ml immunoprecipitation buffer and the beads were treated with proteinase K. The bound DNA was purified by phenol–chloroform extraction followed by ethanol precipitation. Sequencing libraries were prepared according to the Illumina TruSeq DNA sample preparation procedures and high-throughput sequencing was performed using an Illumina HiSeq 2500 V4 platform.

### Synthesis of DNA probes

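The DNA probe used for Jumu binding, 135 bp, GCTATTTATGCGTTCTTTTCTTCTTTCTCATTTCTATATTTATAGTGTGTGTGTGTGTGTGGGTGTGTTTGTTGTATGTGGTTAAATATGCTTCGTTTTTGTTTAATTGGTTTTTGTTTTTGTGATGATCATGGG, matches dm6 on chromosome 3L from 9103082 to 9103216, in an intron of *bol*. It overlaps a peak of each of the 6 lists, the 0.75-h 6mA peak from 9102754 to 9103364 and the 0.75-h Jumu-binding peak from 9103036 to 9103292 among them. The sequence holds 17 A and its other strand 74, and 3 forkhead cores RYAAAYA.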

Unlabeled or biotin/FAM-labeled dA/6mA dsDNA probes were synthesized using PCR reactions with 2’-deoxyadenosine-5′-triphosphate (dATP) or N6-methyl-2′-deoxyadenosine-5′-triphosphate (dm^6^ATP) (Trilink) in place of dATP. The PCR products were purified using Universal DNA Purification Kit (Tiangen). The sequences of the dsDNA substrates are listed below:

### Probe

5′-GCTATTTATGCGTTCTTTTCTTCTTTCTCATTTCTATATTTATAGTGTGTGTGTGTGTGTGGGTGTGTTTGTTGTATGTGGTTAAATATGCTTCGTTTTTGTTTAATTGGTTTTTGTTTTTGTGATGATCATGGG-3′

### DNA pull-downs and Mass Spectrometry

Embryos were homogenized in STMDPS-250mM buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 50 mM Tris-HCl, pH 7.4, 1 mM DTT). After 75-µm filtration, the crude nuclear pellet was obtained by centrifugation at 800 × *g* for 10 min. The pellet was then resuspended in STMDPS-1.8 M buffer (1.8 M sucrose) layered over STMDPS-2M buffer (2 M sucrose) and centrifuged at 100,000 × *g* for 1 h. The nuclei were lysed in nuclear lysis buffer (420 mM NaCl, 20 mM HEPES, pH 7.9, 20% v/v glycerol, 2 mM MgCl_2_, 0.2 mM EDTA, 0.1% NP40, complete protease inhibitor without EDTA (Roche) and 0.5 mM DTT) and centrifuged at 100,000 × *g* for 1 h. For each DNA pull-down, 10 μg of biotin-labeled dA/6mA dsDNA probes was immobilized on 60 μl of streptavidin beads (GE) by incubating for 1 h at room temperature in DNA-binding buffer (10 mM sodium phosphate, pH 7.0, 140 mM NaCl, 0.05% NP40). The beads were then incubated with 400 µg of nuclear extract in a total volume of 600 µl of protein binding buffer (50 mM Tris-HCl, pH 8, 150 mM NaCl, 1 mM DTT, 0.25% NP40 and complete protease inhibitors) for 2 h. After washing three times with protein binding buffer, proteins were eluted and digested using Trypsin (Promega), and then subjected to LC-MS/MS assays. The resulting MS/MS data were processed using Thermo Proteome discovery (version 1.4.1.14), and the tandem mass spectra were searched against the UniProt *Drosophila* proteome database^33^.

### Electrophoretic mobility shift assay (EMSA)

EMSAs were performed using both 5′ and 3′-FAM-labeled dsDNA probes and GST-Jumu FKH domain protein (amino acid residue 391–540). Briefly, the GST-Jumu FKH protein was expressed in *Escherichia coli* strain BL21 (DE3) and purified by GST affinity purification. The FAM-dA/6mA dsDNA probes (15 nM) were incubated with a gradient dose of 1, 2 and 4 μM GST-Jumu FKH protein in buffer containing 20 mM HEPES, pH 7.5, 50 mM KCl, 1 mM DDT, 1 mM EDTA, 0.01 mg/ml BSA, 2% ficoll 400 and 5 ng/μl Poly (dI:dC) at 25 °C for 20 min. For competitive EMSAs, 2 μM GST-Jumu FKH protein and indicated molar excess of the competitive dA/6mA dsDNA (10, 20 and 40-fold) were used. Reaction products were subjected to 6% native polyacrylamide gel and run for1h at 80 V in 0.5 × TBE buffer. The gels were scanned by Typhoon FLA 9500 (GE Healthcare). The quantitation of band intensity in 3e was measured using ImageJ software.

### Surface plasmon resonance (SPR) measurements

Biotinylated-dA/6mA DNA probes were captured on SA sensor chip (91–97 response units). Another blank flow cell was used as reference to correct for instrumental and concentration effect. SPR experiments were performed using Biacore 8 K instrument (GE Healthcare) in running buffer containing 20 mM Tris-Cl, pH 8.0, 150 mM NaCl and 0.005% Tween 20 at 25 °C. Jumu FKH proteins with increasing concentrations were injected into the dA/6mA probes surface and blank flow cell for 1 min at a flow rate of 30 µl/min, dissociated for 1 min in running buffer. Equilibrium and kinetic constants were calculated by a global fit to 1:1 Langmuir binding model (Biacore 8 K evaluation software).

### Western blot analysis

Western blots were performed by using standard protocols. The following reagents were used: mouse anti-β-Tubulin (1:2,000; Cwbio); anti-Flag M2 antibody (1:5,000; Sigma); mouse anti-Jumu (1:1000). The antibody against Jumu was generated by immunizing mice with a recombinant protein GST-Jumu (amino acids 460–700) that was produced in *E. coli*. Uncropped blots are provided in Source Data file.

### Dot blot assay

Different DNA samples were denatured at 95 °C for 10 min and spotted on nitrocellulose membranes. DNA was cross-linked to the membranes by UV irradiation and the membranes were blocked in 5% BSA in PBS containing 0.5% Tween 20 (PBST) for 1 h at room temperature. The membranes were then incubated with a 1:10,000 dilution of a 6mA antibody (Abcam) overnight at 4 °C. After three rounds of washes with PBST, the membranes were incubated with a 1:5,000 dilution of HRP-conjugated anti-rabbit IgG secondary antibody. The membranes were then washed with PBST three times and treated with enhanced chemiluminescence. Uncropped blots are provided in Source Data file.

### Analysis of hatching rate and cuticle preparation of embryos

Embryos were collected for 24 h at 25 °C, then removed from the adults and allowed to develop for another 36 h. Then, unhatched embryos and larvae were counted separately. For cuticle preparation, unhatched embryos were washed and dechorionated with 50% bleach. Dechorionated embryos were mounted on slides with Hoyer’s medium, and baked at 60 °C overnight. Embryos were viewed and scored using a Leica MZ16 stereo zoom microscope.

### Quantitative Real-Time PCR Analysis

Embryos were collected at the indicated stages for RNA extraction. Total RNA was extracted using Trizol reagent (Thermo Fisher) and cDNA was generated with a FastQuant RT Kit (with gDNase) (Tiangen). Real-time quantitative PCR reactions were performed in triplicate on a LightCycler_480 Real-time PCR instrument (Roche) using the UltraSYBR mixture (Cwbio). *Actin*5C was used as the constitutive control for normalization of candidate gene expression. Relative gene expression was calculated using the ΔΔCt method following the manufacturer’s instructions. The qRT-PCR primers for RNA quantification are listed in the Supplementary Table 1.

### Embryo staining

Embryos were fixed in fixation buffer (4% formaldehyde and 0.3% Tween-20 in PBS) for 30 min and washed in PBST (0.3% Tween-20 in PBS) for 15 min. F-actin and DNA were visualized by Alexa Fluor™ 546 Phalloidin (1:30, Thermo Fisher) and by Hoechst (1:2,000, Sigma), respectively. They were added to PBST and incubated with embryos overnight at 4 °C, followed by washing for three times (10 min per time) in PBST. The images were collected on a Zeiss LSM 710 Meta confocal microscopy.

### Gene knockdown in *Drosophila* embryos

dsRNA fragments corresponding to *DMAD* and *gfp* mRNAs were synthesized in a PCR reaction and then fused to the T7 RNA polymerase binding site at both 5′ and 3′ ends. These were then used to generate dsRNA in vitro using the RiboMAX™ Large Scale RNA kit (Promega) following the manufacturer’s instructions. The dsRNA (1 µg/µl) was injected into *w*^*1118*^ embryos. The embryos were incubated at room temperature for turnover of the target protein. The primers used for the generation of *DMAD* and *gfp* DNA fragments are shown in the Supplementary Table 1.

### 6mA-DNA-IP-Seq data analysis for *Drosophila*

After performing DNA immunoprecipitation (DNA-IP) experiments using an anti-6mA antibody, 125 bp paired-end high-throughput sequencing was performed on an Illumina HiSeq 2500 V4 platform by Berry Genomics company. In total, 15.6, 11.7, 11.1, 6.8, 9.2 and 15.7 million paired-end reads were obtained from 0.75-h 6mA IP and IgG samples, 3-h 6mA IP and IgG samples, 6-h 6mA IP and IgG samples from *Drosophila* wild-type embryos, respectively. Adaptor sequences were trimmed, and the reads were then mapped to the *Drosophila* reference genome (UCSC version dm6, BDGP Release 6, unlocalized scaffolds excluded). Bowtie2 software^34^ was used with parameters “--no-mixed --no-discordant --non-deterministic --very-sensitive-local” to align the paired-end reads. The callpeak module in MACS2^35^ was used to identify enrichment peaks with parameters “-f BAMPE –B” and a default q value (FDR) cutoff of 0.05, with IgG as a control. In total, 17,528, 4,363, 2,447 6mA peaks were identified at the 0.75-, 3-, 6-h wild-type embryos, respectively. To compare 6mA signals from different samples, a fold enrichment method was used to normalize the signals, and the MACS2 bdgcmp module was used to generate the fold enrichment score track with parameters “-m FE –p 2” by comparing wild type and IgG signal tracks in bedGraph.

### Protein–DNA interaction and high-throughput sequencing

Analysis of the high-throughput sequencing data for Jumu protein–DNA interaction was performed according to the method used to analyze the 6mA-DNA-IP-Seq data.

### Demonstration of the signal of 6mA and Jumu-binding

Demonstration of the average signal profile of 6mA and Jumu-binding was performed using the SitePro tool from the Cis-regulatory Element Annotation System (CEAS)^36^. The signal distribution on the genome was visualized using the Integrative Genomics Viewer (IGV) software^37^.

### Peak annotation

The genomic distribution of 6mA peaks was annotated by HOMER^38^. 

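Peaks under 400 bp made up 77.4% of the 0.75-h list, 80.5% of the 3-h list and 63.4% of the 6-h list. Peaks wider than 1 kb were 3.26%, 1.44% and 5.52%.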

We noted that while about 80% of 6mA peaks were less than 400 bp in length, ~3.2% of 0.75-h peaks and 1.4% of 3-h peaks had a width longer than 1 kb (Supplementary Figure 2a). Peaks were considered as gene-associated if the peak center was located between 1 kb upstream from the TSS (Transcription Start Site) and 1 kb downstream from the TTS (Transcription Terminal Site) of a gene. Of note, one feature of the *Drosophila* genome is that intergenic and intronic regions contain numerous simple repeat and transposons, as annotated by the dm6 version of *Drosophila* genome.

### Motif analysis

Two motif prediction methods, SeqPos in Cistrome^39^ and MEME-ChIP^40^, were used to obtain enriched motifs on 6mA peak regions. Only sequences located on the central 200 bp from peak summits were considered for motif analysis. We used the top 5,000 6mA peaks from 0.75-h stage to predict the most enriched motifs by SeqPos and obtained the top 10 enriched motifs with the zscore < −15 and the highest hits. Then, total 0.75-h 6mA peaks were used to predict the most enriched motifs by MEME-ChIP, and obtained the top 10 candidates with *E* value < 0.05 and the highest hits. Motif hits were detected using Find Individual Motif Occurrences (FIMO)^41^ with a cutoff p value of 1E-4.

### RNA-seq data analysis

We performed RNA-seq for wild-type embryo samples at the 0.75-, 3-, and 6-h developmental stages with 125 bp paired-end high-throughput sequencing by Illumina HiSeq 2500 V4 platform and RNA-seq for 3-h wild type, maternal *jumu* mutant, maternal and zygotic *jumu* mutant embryo samples with 150 bp paired-end high-throughput sequencing by NovaSeq platform. The FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to make sure that the sequencing data were high quality. Then, all the sequencing reads that aligned to ribosomal RNA (rRNA) sequences were removed by Bowtie2^34^. The remaining reads were mapped to the December 2014 assembly of the *D. melanogaster* genome (UCSC version dm6, BDGP Release 6, unlocalized scaffolds excluded) using STAR^42^ with the default parameters. Differential expression analysis between the different developmental stages was carried out by cuffdiff from the cufflinks package^43^. FPKM (fragments per kilobase of transcript per million fragments mapped) was used to represent gene expression levels. K-means clustering of the differentially expressed genes in the three developmental stages was performed using Cluster 3.0 (clustering method: K-means clustering, Distance metric: Euclidean distance)^44^.

To define genes significantly regulated by the maternal Jumu (GSRJ), we used *jumu*^(M−,Z+)^ and *jumu*^(M−,Z−)^ mutant embryos RNA-seq data sets at 3-h stage and selected genes with the same regulated direction in *jumu*^(M−,Z+)^ mutant and *jumu*^(M−,Z−)^ mutant, compared with wild type, with cuffdiff *q* value < 0.001.

To define Zelda target genes, we generated the RNA-seq dataset of embryos (3-h stage) with overexpression of maternal Zelda. We integrated this dataset with the Zelda ChIP-seq data^27^ published previously to perform the Binding and Expression Target Analysis (BETA)^45^ analysis with parameters “--df 0.05 –c 0.05”. And finally identified 3,165 Zelda target genes with FDR < 0.001.

### Transposon expression

*DMAD* knockdown RNA-seq data sets of 6-h embryos were generated by paired-end with 125 bp high-throughput sequencing using Illumina HiSeq 2500 platform V4 by Berry Genomics. The 6-h wild type and *DMAD* knockdown RNA-seq data were aligned to the *Drosophila* genome (UCSC version dm6, BDGP Release 6, unlocalized scaffolds excluded) using STAR^42^ with the default parameters and “--outFilterMultimapNmax 100 --winAnchorMultimapNmax 100”. The read counts of genes and transposons were calculated by featureCounts^46^ and the differential expression analysis was used by DESeq2^47^.

### Gene ontology (GO) analysis

The gene set was uploaded to the GO website (http://geneontology.org/) and PANTHER^48^ was used for GO enrichment analysis. The top 20 biological process terms for each group of genes were used to produce a heatmap with the R package pheatmap (https://CRAN.R-project.org/package=pheatmap).

### Proposed regulatory network

The regulatory network of the Jumu target genes GSRJ and the target genes of Zelda was displayed using Cytoscape^49^ v3.6.1.

### Statistical analysis

*P* values were calculated by hypergeometric test or Student’s *t* test.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

All sequencing data are available at GEO site under accession no. GSE86795. All Public data sets used in this study were downloaded from GEO. The source data underlying Figs. 2a–e, 3b–f, 4a, c–e, 5a, c, e–g, 6a, b and 7a and Supplementary Figures 1a–c, h, 2a–g, 3b–c, 4c, 5a, c, d, f, g, 6a, b, f and 7a–g are provided as a Source Data file.

# Supplementary material for: 6mA-DNA-binding factor Jumu controls maternal-to-zygotic transition upstream of Zelda
**Source:** Nat Commun. 2019 May 17;10:2219. doi: 10.1038/s41467-019-10202-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The images were collected on a Zeiss LSM 710 Meta confocal microscopy using ZEN 2009 software. The quantitation of band intensity was measured using ImageJ software.

Data analysis

Bowtie2 v2.2.8 and STAR v2.5.2b were used to align the reads; MACS2 v2.1.1.20160309 was used to call peaks; SitePro in CEAS Package 1.0.2 was used for signal profile; IGV v2.3.97; HOMER v4.8 for peaks annotation; Cistrome, MEME-ChIP and FIMO for motif analysis; featureCounts v1.6.0, Cuffdiff v2.2.1, BETA v1.0.7 and DESeq2 v1.20.0 for RNA-seq data analysis; PANTHER for GO analysis; Pheatmap v1.0.10 for heatmap; Cytoscape v3.6.1 for network

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data are available at GEO site under accession no. GSE86795. All Public data sets used in this study were downloaded from GEO (<https://www.ncbi.nlm.nih.gov/geo/>). Following was the list: Zelda ChIP-seq data (GSM763060)

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes used in our experiments were determined according to our experience as well as published literatures.                                                                                                                                                                            |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                          |
| Replication     | Genetic experiments were carried out three times. RNA-Seq analysis were performed with at least two biological replicates for each experiment. DNA-IP followed by high-throughput sequencing were performed once, but DNA-IP followed qPCR analyses were repeated more than twice validation. |
| Randomization   | Flies were randomly assigned to experimental groups.                                                                                                                                                                                                                                          |
| Blinding        | No blinding was performed during in vivo experiments.                                                                                                                                                                                                                                         |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                                                                                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                                                                                     | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample                                                                                       | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy                                                                                     | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection                                                                                       | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale                                                                              | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions                                                                                       | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility                                                                                       | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization                                                                                         | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                                                                                              | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |
| Did the study involve field work? <input type="checkbox"/> Yes <input checked="" type="checkbox"/> No |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Field work, collection and transport

|                          |                                                                                                                                                                                                                                                                                                                                |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions         | Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).                                                                                                                                                                                                                      |
| Location                 | State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).                                                                                                                                                                                         |
| Access and import/export | Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information). |
| Disturbance              | Describe any disturbance caused by the study and how it was minimized.                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials

*Describe any restrictions on the availability of unique materials OR confirm that all unique materials used are readily available from the authors or from standard commercial sources (and specify these sources).*

## Antibodies

Antibodies used

Anti-N6-methyladenosine antibody, Abcam, IP: 1:100, blot: 1:10000, Ab151230  
Monoclonal Anti-FLAG M2 antibody, Sigma, F3165  
Anti  $\beta$ -Tubulin Mouse Monoclonal Antibody, Cwbio, WB: 1:2000, CW0098  
Mouse anti-Hts, DSHB, IHC: 1:1000  
Rabbit anti-Vasa, stored in Chen lab, IHC: 1:1000  
Alex Fluor 546 Phalloidin antibody, Thermo Fisher Scientific, IHC: 1: 30, A22283  
Goat anti-Mouse Alexa Fluor 555, Thermo Fisher Scientific, IHC: 1:2000, A-21422  
Goat anti-Rabbit Alexa Fluor 488, Thermo Fisher Scientific, IHC: 1:2000, A-11034  
Anti-Jumu, WB: 1:1000. This paper

Validation

We relied on data provided by the manufacturers for validation as well as references in publications. Anti-Jumu antibody was validated by performing western blot using jumu null mutants as control.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

*State the source of each cell line used.*

Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Drosophila melanogaster: w1118, jumu1, jumu2, DMAD1, DMAD2, P{uasp-flag-zelda}, P{uasp-artmiR-zelda}, P{uas-zelda RNAi}, P{nos-gvp}2ed, P{nos-gvp}3ed.  
The Drosophila w1118 strain was used for collecting the wild type embryos. Two jumu mutant alleles, jumu1 and jumu2, and the transgene lines, P{uasp-flag-zelda} and P{uasp-artmiR-zelda} were generated in this study. P{uas-zelda RNAi} was obtained from Tsinghua fly center. DMAD1, DMAD2, P{nos-gvp}2ed and P{nos-gvp}3ed have been maintained in the Chen lab.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve field collected samples.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

### Files in database submission

Provide a list of all files available in the database submission.

### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☐ All plots are contour plots with outliers or pseudocolor plots.

☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.

#### Instrument

Identify the instrument used for data collection, specifying make and model number.

#### Software

Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.

#### Cell population abundance

Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.

## Gating strategy

Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

## Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

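The 6mA-DNA-IP experiments covered wild-type embryos at 0.75 h, 3 h and 6 h and *DMAD* knockdown embryos at 6 h, and the Flag-Jumu pull-down covered genomic DNA of wild-type embryos at 0.75 h and 6 h, with 1 library per condition. RNA-seq covered wild-type embryos at 3 stages, *jumu* mutants and their wild type at 3 h and at 0.75 h, maternal *DMAD* mutants and their wild type at 3 h, and *jumu* mutant and wild-type ovaries, with 2 libraries per group. The RNA-seq of *zelda* overexpression and of *DMAD* knockdown embryos was not analysed here.

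For the peak lists, the authors mapped reads with Bowtie2 to dm6 and called peaks per library with MACS2 against an IgG control, and they deposited a position and a score for each peak in 6 lists. The deposited score is 10 times the −log10 of the q value. The largest q value among the deposited peaks was 0.0501. For RNA-seq, the authors removed ribosomal RNA reads, mapped the rest with STAR and deposited an FPKM from cuffdiff, 1 value per gene and group, in 7 files with 12 columns. Depth is given in Methods for the wild-type 6mA libraries and is unknown here for RNA-seq. The 3 wild-type stages are separate tables, and Methods do not name a common scaling, so levels were compared within a table, and across tables only with that limit stated.

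Peaks were placed on dm6 with the genes of Ensembl release 115: 17834 genes, 13981 of them protein-coding. The 5734 annotated transposon insertions were not counted as genes, a choice made after the shares had been seen. Peaks overlapped when they shared at least 1 bp. Random placements, 100 per list and within a chromosome, were made with bedtools 2.31.1. Everything else was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with random seed 1. Shares of peaks have 95% Clopper-Pearson intervals for counting error. For the forkhead core and for tandem repeats, windows of the same length and GC content outside the peaks were drawn 100 times, and whole peaks were matched within 2 points of GC content. In a check of the motif search, 60% of windows were drawn from those already found to hold the core. The 60.0% found again was fixed in advance, so it does not test the search. Windows placed at random differed from their matched draws by −0.205 percentage points.

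The tests planned for expression needed values per library. Since each table holds 1 value per group, limma was not run, and the rule set beforehand for that case was used: a change of at least 1 in log2(FPKM + 1), for the *jumu* mutants in both genotypes and in the same direction. To be counted as changed, genes needed an FPKM of at least 1 in at least 2 of the 3 groups of a table. The change of a named gene was ranked among genes with an FPKM of at least 1 in some group. Gene lists were described by the percentile of their median change among 10000 random lists of the same size and expression. Shares of marked genes were compared with Fisher's exact test across genes. Named genes were those the paper names, the 18 Fox family genes, and the 5 genes up and 5 down with the largest smaller change among genes with an FPKM of at least 5 in some group. For peaks, they were the 5 highest scores at each stage and the peaks of the target genes. A list of 96 cuticle protein genes was used as a marker list. Alternatives for thresholds, overlap rules, gene windows, pseudocounts (0.1 in place of 1), filters, normalization and control groups were set before the data were examined. Further ones, on repeat shares and on what counts as a gene, were added afterwards.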

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

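The tests on cuticle protein genes, on zygotically activated genes in maternal *DMAD* mutants, on the down group in those mutants and on a rise of all genes at 0.75 h were chosen only after the result was seen; the medians of both gene groups at 0.75 h were set beforehand. Every direction rests on the labels of the mutants, since the RNA of the targeted gene was not lower in each mutant group, and no value has a replicate check.

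The genes that changed in both *jumu* mutants at 3 h were also displaced at 0.75 h. In embryos labelled *jumu* (M-,Z+) at 0.75 h, the genes up at 3 h had a median change of 0.21 (795 genes), above each of 10000 random lists, and the genes down had −0.39 (351 genes), below each of them. *jumu* itself had an FPKM of 98.7 in the wild type and 73.9 in the mutants. A rise of all genes is argued against as the cause, since it would move random lists of the same expression alike, and 95% of those had medians from −0.03 to 0.02. A maternal effect of Jumu and a difference between the embryo collections both stay open, and neither was tested.

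The genes down in both *jumu* mutants were higher in embryos labelled as maternal *DMAD* mutants, with a median change of 1.86 (461 genes), above each random list. Cuticle protein genes had a median change of 3.62 there (53 genes), above each random list. A candidate explanation, from the marker list alone, is RNA of cuticle-forming embryos in the wild type of the *jumu* series and in the *DMAD* mutants. At 0.75 h, the list had a median change of −1.10 in *jumu* (M-,Z+) (27 genes). These genes summed to an FPKM of 120 in the 0.75-h wild type and 4.19 in the mutants. In wild-type ovaries, 45 listed genes summed to 14.0, which argues against a maternal supply of this RNA. The paper places 0.75 h nearly before zygotic activation. Regulation by Jumu is thus argued against as the source of the 0.75-h difference, although the ovary values cover another set of listed genes. Without the cuticle protein genes the down group had a median of 1.41 in the *DMAD* mutants (440 genes), but these are nearly the genes whose rise raised the question, so this decides nothing. The 96 listed genes summed to an FPKM of 1668 in the wild type, 317 in *jumu* (M-,Z+) and 28.1 in *jumu* (M-,Z-) embryos. The 53 of them in the *DMAD* table summed to 46.0 in the wild type and 8023 in the mutants, with *TwdlM* at 2190 and *Cpr51A* at 1148. The down group holds 28 listed genes, the up group 0 and the zygotically activated genes 1. The list summed to 330 already in the 0.75-h wild type of the stage series and to 795 at 3 h. At 3 h, RNA of cuticle-forming embryos and regulation of these genes by Jumu or DMAD cannot be told apart. Both give the 3-h values, and no stage after 6 h was analysed here.

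Zygotically activated genes were lower in maternal *DMAD* mutants, with a median change of −0.53 (285 genes), below each random list. *DMAD* mutants further along than their wild type may explain it. On the way from 3 h to 6 h the mutants lay at 0.34 (95% interval 0.32 to 0.37) and their wild type at 0.05 (0.03 to 0.08). After quantile normalization these places were 0.26 and 0.12. Across genes the change followed that from 3 h to 6 h (Spearman 0.41), and genes that fall by 6 h had a median of −0.96 (183 genes). Other values do not show older mutants. On the way from 0.75 h to 3 h, measured from 3 h, the mutants lay at −0.14 and their wild type at −0.13. Across genes the change ran against that from 0.75 h to 3 h (Spearman −0.18). Genes that stay as high at 6 h as at 3 h had a median of −0.13 (102 genes), lower than all but 0.01% of random lists, but its 95% interval of −0.25 to 0.04 includes 0. This keeps it open, so a difference in age and an effect of DMAD cannot be told apart. Genes marked by 6mA (−0.45, 97 genes) and not marked (−0.55, 188 genes) fell alike. No biological explanation was tested.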

How the results depend on the processing

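Alternatives chosen only after the data were seen were those that count transposon insertions as genes, those for transposon, soft-masked and tandem repeat shares, protein-coding genes for introns, and Jumu-bound genes and their marking among changed genes without the filter. No paired analysis was possible because each table holds 1 value per group. For the same reason, leaving out replicates, a replicate block, adjusted p-value thresholds and a fit on the *jumu* groups alone were not run. An absolute change of at least 1 equals the rule used, and *zelda* overexpression was not analysed here. The 64 results had 205 alternative values. At a comparison, 96 were the same, 50 moved, 4 were weaker, 2 stronger and 3 reversed. For 10 single genes, 42 were the same, 7 weaker (5 with the *DMAD* series wild type as control, 2 with that of the stage series) and 1 reversed, *Cpr65Ea* at 0.42. The cause of these changes was not tested.

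With a reciprocal overlap of at least 50%, 87.5% of 0.75-h peaks were absent at 3 h, 68.4% of gained knockdown peaks were found earlier, and 31.2% (0.75 h) and 48.8% (6 h) of Jumu-binding peaks overlapped 6mA peaks. With peaks of at most 1 kb the values were 81.5%, 77.4%, 49.98% and 62.1%. Equal numbers of peaks gave 47.1% absent, and the upper 50% by score 75.8% of gained peaks found earlier.

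Gene-related shares at 0.75 h were 63.2% for the upper 50% by score, 60.1% in gene bodies alone, 60.5% with protein-coding genes and 74.8% with insertions as genes. At 3 h they were 53.8%, 52.1%, 52.1% and 73.1%, and at 6 h 53.5% (upper 50%), 55.9% (protein-coding) and 72.0% (insertions). Transposon shares were 18.8% with any overlap at 0.75 h, and 16.0% (0.75 h) and 30.6% (3 h) in the upper 50%. Soft-masked shares at the peak centre were 56.1%, 71.2% and 57.0%, tandem repeats of at least 30 bp 1.67%, 4.22% and 2.13%, and introns of protein-coding genes 45.2% and 40.9% (0.75 h and 3 h).

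The forkhead core GTAAACA reversed the difference to −0.561 points. Matching gene length lowered the excess of marked zygotically activated genes to 0.258 points and that of Jumu-bound changed genes to 0.339. The latter was 1.06 in gene bodies alone, 0.531 with the upper 50% by score and 1.92 against all genes of the table. In *jumu* mutants, the lower threshold of 1.5-fold gave 1805 genes up and 1124 down (2929 in total), the *DMAD* series wild type 1348 and 1490 (2838), the stage series wild type 207 and 286 (493), and no filter 883 down. The change of *zelda* was 1.90 and 1.45 with the *DMAD* series wild type, and −0.18 in *jumu* (M-,Z-) with the stage series wild type. In the *DMAD* series wild type, *jumu* had an FPKM of 51.0.

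The Spearman correlation of the *jumu* (M-,Z+) change with the change from 0.75 h to 3 h was −0.066 without the filter, 0.19 with the *DMAD* series wild type, a reversal, and −0.23 with a stage change from other series. In *jumu* (M-,Z-) it was −0.40 with pseudocount 0.1, −0.32 after quantile normalization, −0.29 without the filter, −0.058 with the *DMAD* series wild type and −0.19 with the other stage change.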

Differences from the paper's values

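The count and test of Jumu-bound genes among changed genes without the filter, against all genes, were chosen only after the result was seen. Values were counted as different when they were more than 1.5 times apart. By FPKM limits, 305 genes were zygotically activated, against the paper's 489 from clustering. With an FPKM of at least 2 at 3 h there were 789, and with an 8-fold rise to an FPKM of at least 5 there were 307, so no alternative closed the gap. The one-sided p for their marking by 6mA was 4.66e-05, against the paper's 5.34e-28, and none of the alternatives closed it, with values from 2.11e-09 (gene bodies alone) to 0.480 (random draws of the same gene length, n = 305, in place of Fisher's exact test).

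Genes changed in both *jumu* mutants numbered 1316, against the paper's 2198. Pseudocount 0.1 (1631), no filter (1698), the threshold of 1.5-fold (2929) and the *DMAD* series wild type (2838) closed the gap; quantile normalization (1279) and the stage series wild type (493) did not. Of these genes 815 were up, against the paper's 1624. The threshold of 1.5-fold (1805) and the *DMAD* series wild type (1348) closed this gap, and pseudocount 0.1 (967), no filter (815), quantile normalization (645) and the stage series wild type (207) did not. The 501 genes down were within 1.5 times of the paper's 574, but those without the filter (883), at 1.5-fold (1124), with the *DMAD* series wild type (1490) and with the stage series wild type (286) were not. With the *DMAD* series wild type, 345 of the 1348 genes up and 177 of the 1490 down were among the 815 and 501, so the gap closed in number alone.

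Jumu-bound changed genes numbered 80, against the paper's 189, and no alternative closed the gap (70 in gene bodies alone, 48 with the upper 50% by score, 80 against all genes, 101 without the filter and against all genes). Their one-sided Fisher's exact test gave p = 0.0465, against the paper's 7.3e-06, and the alternatives gave 0.0552, 0.182, 0.00129, 0.296 (random draws of the same gene length) and, without the filter and against all genes, 0.000723.

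The paper counts *zelda* and *Trf2* among the changed genes. Their changes were 0.83 and 0.60 for *zelda* and 0.87 and 0.88 for *Trf2*, under the rule of 1. The lower threshold of 1.5-fold counts both genes as changed in both mutants. With the *DMAD* series wild type as control, *zelda* passed the rule of 1 in both mutants, at 1.90 and 1.45.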

Other observations

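The tests on the place of the *jumu* series wild type between stages, on platform, on low *zelda* in that wild type, on *zelda* in *DMAD* mutants, on depth of the 3-h library and on base composition were chosen only after the result was seen; those on less advanced mutants, marking with Jumu-binding peaks, shared repeats, shared control, peak score and gene length were set beforehand.

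Across genes, which are not independent replicates, the change in *jumu* (M-,Z-) embryos ran against the change from 0.75 h to 3 h (Spearman −0.35), and that in *jumu* (M-,Z+) embryos weakly so (−0.09). Mutants less advanced than their wild type may explain this, but with the *DMAD* series wild type as control the values were −0.058 and 0.19, so the choice of control keeps open whether mutants or wild type differ in age, and these cannot be told apart. On the way from 3 h to 6 h of the stage series, the wild type of the *jumu* series lay at 0.37, *jumu* (M-,Z+) at 0.19 and *jumu* (M-,Z-) at 0.05, as a wild type further along needs. On the way from 0.75 h to 3 h, measured from 3 h, *jumu* (M-,Z-) lay at −0.25 (95% interval −0.27 to −0.24), *jumu* (M-,Z+) at −0.02 and their wild type at 0.06, which goes with less advanced *jumu* (M-,Z-) embryos, although the *DMAD* series wild type also lay behind, at −0.13. A platform difference is argued against, since the change inside the *jumu* table carried the relation with the change from 3 h to 6 h (−0.30).

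Low *zelda* in the wild type of the *jumu* series may explain its higher level in the mutants. After quantile normalization, *zelda* in *jumu* (M-,Z-) differed from the 3-h wild type of the stage series by −0.19 but was above that of the *DMAD* series (7.01 against 5.63). The spread between wild types keeps this open, so low *zelda* in the wild type and high *zelda* in the mutants cannot be told apart. For the lower *zelda* in maternal *DMAD* mutants, a shift of all genes by itself is argued against. The median of all genes, 0.037, does not count against it, since scaling alone would bring it near 0. Quantile normalization, which removes such a shift, left the change of *zelda* at −1.03. In the comparison with genes of the same expression, it moved all genes by a median of 0.48 and gave −1.18 for *zelda*. Whether the change exceeds the spread between genes stays open, since there are no replicates. Among 447 genes of the same expression, 8.50% were lower than *zelda* in the deposited values and 6.04% after quantile normalization. Their deposited median was −0.24, and 95% lay between −1.52 and 4.65. Mutants further along toward 6 h stay open as well: *zelda* changed by 0.058 from 3 h to 6 h, which does not show its level in between, and the wild type of the *jumu* series, at 0.37 on the way to 6 h, had an FPKM of 90.0 against 146 at 3 h. The spread between genes, a difference in age and an effect of DMAD on *zelda* cannot be told apart. At 0.75 h, *zelda* was 0.67 higher in *jumu* (M-,Z+), and 3.86% of genes rose more.

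For 0.75-h peaks absent at 3 h, a score near the calling threshold could be the cause. The measure set beforehand was group 10 of 10 by score, of which 19.7% was absent, which left it undecided. In group 9, chosen after the groups were seen, 61.7% was absent, which argues against absence confined to weak peaks. Lower depth of the 3-h library may add to it: 47.1% of as many strong 0.75-h peaks as the 3-h list holds were absent, and without a further library of one stage, depth and stage cannot be told apart.

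Overlap of Jumu-binding and 6mA peaks is not explained by transposons or mostly soft-masked sequence alone, since it was 63.8% outside them. Short tandem repeats and shorter soft-masked stretches were not left out, so shared repeats of those kinds stay open. A shared control does not explain the overlap, since 38.7% overlapped 6mA peaks called against another one. Marking came with the binding peak whether or not the gene changed: 89.5% of unchanged Jumu-bound genes were marked. Gene length is a candidate explanation for the marking of zygotically activated genes, as genes of the same length were marked in 32.2%. Base composition does not explain the tandem repeats, found in 1.43% of windows of the same GC content. No biological explanation was tested for these patterns.

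Zygotically activated genes had a median change of −0.85 in *jumu* (M-,Z-) and −0.02 in *jumu* (M-,Z+) embryos (302 genes). *slp1* had a higher FPKM than *jumu* in the 3-h wild types of the *jumu* series (135 and 71.8) and of the *DMAD* series (55.3 and 51.0). Peaks covered 31.3%, 71.6% and 66.7% of the mitochondrial genome in the 6mA lists of 0.75 h, 3 h and 6 h, 71.5% in the knockdown, and 0% and 29.7% in the Jumu-binding lists of 0.75 h and 6 h.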
